# Growth performance, physiological parameters, and transcript levels of lipid metabolism-related genes in hybrid yellow catfish (*Tachysurus fulvidraco* ♀ × *Pseudobagrus vachellii* ♂) fed diets containing Siberian ginseng

**DOI:** 10.1371/journal.pone.0246417

**Published:** 2021-02-11

**Authors:** Ming Xiao Li, Jun Qiang, Jing Wen Bao, Yi Fan Tao, Hao Jun Zhu, Pao Xu

## Abstract

In high-density aquaculture, fish health can suffer because of excessive feeding, which causes fatty liver disease. Siberian ginseng (*Acanthopanax senticosus*) has been used as a feed additive to promote animal growth, immunity, and lipid metabolism. In this study, we explored the effects of *A*. *senticosus* on the physiology of hybrid yellow catfish (*Tachysurus fulvidraco ♀ × Pseudobagrus vachellii ♂*). A control group and five groups fed diets containing *A*. *senticosus* (0.5, 1, 2, 4, and 8 g *A*. *senticosus*/kg feed) were established and maintained for 8 weeks. Dietary supplementation with *A*. *senticosus* at 4 g/kg promoted growth of the hybrid yellow catfish. Serum total cholesterol (TC) and triacylglycerol (TG) levels at 2 g/kg *A*. *senticosus* (TC: 1.31 mmol/L; TG: 1.08 mmol/L) were significantly lower than in the control group (TC: 1.51 mmol/L; TG: 1.41 mmol/L), and 4 g/kg *A*. *senticosus* (17.20 μmol/g tissue) reduced the liver TG level compared with the control group (21.36 μmol/g tissue) (*P* <0.05). Comparative transcriptomic analysis of liver tissue between the control group and the group showing optimum growth (4 g/kg *A*. *senticosus*) revealed 820 differentially expressed genes and 44 significantly enriched pathways, especially lipid metabolism pathways such as unsaturated fatty acid and fatty acid metabolism. The transcript levels of five lipid metabolism-related genes were determined by quantitative real-time PCR. The results showed that 2–4 g/kg *A*. *senticosus* supplementation reduced the *FADS2*, *ELOVL2*, *CYP24a*, and *PLPP3* transcript levels and 4 g/kg *A*. *senticosus* increased the *DIO2* transcript level (*P* <0.05), leading to altered synthesis of TG and thyroxine and reduced fat deposition in the liver. Our results show that dietary *A*. *senticosus* affects the regulation of fat metabolism and promotes the growth of hybrid yellow catfish. *A*. *senticosus* is a healthy feed additive, and the appropriate dietary supplementation rate is 2–4 g/kg.

## Introduction

With the development of intensive aquaculture, many factors such as environmental pollution [1], excessive energy intake [2], and a lack of nutrients [3] can lead to fatty liver disease in farmed fish. Fatty liver disease has been shown to damage the structure of liver cells and affect liver metabolism, leading to slow growth and weakened immunity of farmed fish [4–6]. This can cause severe economic losses to the aquaculture industry. Therefore, research on the prevention or treatment of fatty liver in fish is necessary.

Recent studies have suggested that Chinese herbal medicines, which have both nutritional and pharmacological properties, have considerable potential as additives in aquafeeds [7, 8]. Several studies have shown that Chinese herbal medicines can reduce lipid levels in animals and protect against fatty liver disease [9, 10]. Siberian ginseng (*Acanthopanax senticosus*) is a traditional Chinese medicinal plant. Its roots and rhizomes or stems are harvested in the spring and fall, and are dried for use as a medicine [11]. It is rich in nutrients such as trace elements and amino acids, which are required by animals, as well as a variety of active ingredients such as saponins, polysaccharides, and flavonoids [12, 13]. *A*. *senticosus* is considered to be a high-quality medicinal material that can positively affect animal growth [14], enhance immunity [15], improve antioxidant capacity [16], treat inflammation [17, 18], and regulate lipid metabolism [11, 19]. The physiological role of *A*. *senticosus* in lipid metabolism has been proven by a large number of experimental studies. For example, cortisol extracts from the stems of *A*. *senticosus* were shown to reduce lipid synthesis in the liver and reduce the insulin concentration to ameliorate liver steatosis [19]. A metabolomics analysis of mice with Parkinson’s disease showed that an extract of *A*. *senticosus* affected the regulation of long-chain saturated fatty acid mitochondrial β oxidation, fatty acid metabolism, and other metabolic pathways [20]. Our previous research [11] showed that genetically improved farmed tilapia (GIFT, *Oreochromis niloticus*) fed with diets containing *A*. *senticosus* showed reduced liver fat deposition and lower fat contents, compared with those fed a control diet. Yellow catfish has delicious meat and high nutritional value, and is an important freshwater cultured species in China. Its production was 536,964 tons in 2019, a 5.37% increase over its production in 2018 [21]. The large-scale farming of yellow catfish means the fish is susceptible to high lipid deposition in the liver during breeding, which can affect its immunity and the product quality. This problem poses risks to the yellow catfish breeding industry [22, 23]. However, few studies have explored the effect of *A*. *senticosus* on regulating lipid metabolism in yellow catfish.

To answer the above question, we conducted experiments to explore the mechanism by which dietary *A*. *senticosus* supplementation affects lipid metabolism in the liver of hybrid yellow catfish. Transcriptome analyses have been widely used in studies on the immunity, nutrition, and metabolism of aquatic organisms [24, 25]. For example, recent studies have used transcriptome analyses to reveal a series of molecular changes that regulate lipid metabolism in tilapia (*O*. *niloticus*) [26], salmon louse (*Caligus rogercresseyi*) [27], Atlantic salmon (*Salmo salar*) [28], zebrafish (*Brachydanio rerio*) [29], and the larvae of Atlantic cod (*Gadus morhua*) [30]. In this study, to determine how the Chinese medicine *A*. *senticosus* affects lipid metabolism in hybrid yellow catfish (*Tachysurus fulvidraco ♀ × Pseudobagrus vachellii ♂*), we used the Illumina HiSeq 4000 sequencing platform to detect differences in the liver transcriptomes between the control group and the group showing optimal growth. We detected many differentially expressed genes related to lipid metabolism, and selected five for confirmation of their transcript levels by qRT-PCR. Hepatic steatosis is strongly associated with abnormal lipid metabolism, which is reflected mainly in the imbalance between hepatic lipid inputs and outputs, and blood is an important transport system in the regulation of lipid metabolism [31, 32]. Triglyceride (TG) and total cholesterol (TC) are important components of blood lipids, and they are mainly synthesized in the liver. Therefore, changes in TG and TC content can be used to assess the fat metabolism of fish. Triiodothyronine (T3) and thyroxine (T4) are thyroid hormones (THs) that are involved in maintaining the normal metabolism of blood lipids. The main physiological functions of lipoprotein lipase (LPL) are to convert TG into very low-density lipoprotein and to promote the transfer of TC and phospholipids between lipoproteins [33]. Hepatic lipase (HL) is synthesized primarily in liver and is involved in chylomicron-remnant and high-density lipoprotein metabolism [34]. Increased LPL and HL activities can affect serum TC and TG levels. Therefore, by measuring TH content and catabolic enzyme activity, changes in the lipid metabolism of yellow catfish can be assessed.

In this study, we screened the differentially expressed genes and enriched pathways related to lipid metabolism in the liver of hybrid yellow catfish by transcriptome sequencing, and measured the changes in serum and liver lipids, TH content, and the activities of catabolic enzymes at different *A*. *senticosus* supplementation levels. The aim was to explore the mechanism by which *A*. *senticosus* regulates fat metabolism in the hybrid yellow catfish at the physiological and molecular levels, and to provide a scientific basis for the use of *A*. *senticosus* as an aquatic feed additive.

## Materials and methods

### Ethics statement

The study protocols were approved by the Ethics Committee at the Freshwater Fisheries Research Centre of the Chinese Academy of Fishery Sciences (FFRC, Wuxi, China). All experimental procedures were performed according to the Guide for the Care and Use of Laboratory Animals in China.

### Experimental diets

In our previous research [11], we found that 1–2 g/kg dietary levels of *A*. *senticosus* promoted growth, enhanced immunity, and reduced lipid accumulation in GIFT. Therefore, in this experiment, a control group (no dietary *A*. *senticosus*) and five treatment groups (0.5, 1, 2, 4 and 8 g *A*. *senticosus*/kg feed) were established (Table 1). We used commercially available *A*. *senticosus* powder processed by ultra-fine pulverization technology, which was provided by the Beijing Yujing Biotechnology Co. Ltd. (Beijing, China). All ingredients were mixed and then 5% oils and 10% water were added to obtain a dough. The dough was extruded as strands using a laboratory granulator, and the strands were broken into 1.5-mm pellets. The pellets were air dried at 4°C for he and then stored at −20°C until use.

**Table 1:** Composition and nutrient levels of experimental diets (as-fed basis) %.

Items	Add the amount of *A*.*senticosus* (g/kg)					
	0	0.5	1	2	4	8
Fish meal	10.00	10.00	10.00	10.00	10.00	10.00
Wheat middling	10.60	10.60	10.60	10.60	10.60	10.60
Corn starch	16.80	16.80	16.80	16.80	16.80	16.80
Soybean oil	5.00	5.00	5.00	5.00	5.00	5.00
Soybean meal	16.00	16.00	16.00	16.00	16.00	16.00
Cottonseed meal	16.00	16.00	16.00	16.00	16.00	16.00
Rapeseed meal	16.00	16.00	16.00	16.00	16.00	16.00
Vitamin premix	0.50	0.50	0.50	0.50	0.50	0.50
Mineral premix	0.50	0.50	0.50	0.50	0.50	0.50
Choline chloride	0.50	0.50	0.50	0.50	0.50	0.50
Sodium vitamin C phosphate	0.20	0.20	0.20	0.20	0.20	0.20
Ca(H_2_PO_4_)^2^	1.50	1.50	1.50	1.50	1.50	1.50
Microcrystalline cellulose	6.40	6.35	6.30	6.20	6.00	5.60
*A*.*senticosus*	0.00	0.05	0.10	0.20	0.40	0.80
Total	100.00	100.00	100.00	100.00	100.00	100.00
*Proximate composition* (%, DM)						
Ash	8.27	8.38	8.29	8.39	8.42	8.53
Dry matter	92.61	92.60	92.94	92.88	92.83	93.02
Crude protein	28.20	28.44	28.53	28.61	28.57	28.77
Crude lipid	6.66	6.41	6.61	6.72	6.49	6.33

### Experimental facility and fish rearing

The juveniles were chosen from the Yixing base of the FFRC. Juveniles were acclimated in an aerated flow-through system and fed with commercial feed for 1 week. The experiment was carried out in a circulating water system. A total of 450 healthy hybrid yellow catfish juveniles with mean weight of 13.41±0.04 g were selected and randomly divided into six groups, each with three replicate tanks. The tanks were filled with 600 L dechlorinated freshwater, and the flow rate was 200 kg/min. The stocking density was 25 fish per tank. The fish were fed to apparent satiation twice a day at 08:00 and 17:00 for 56 days. During the entire experimental period, the water temperature was maintained at 26–28°C and the pH was 7.4. Dissolved oxygen was ≥5 mg/L, and ammonia-N and nitrite concentrations were kept below 0.01 mg/L. One-third of the water was exchanged every 3 days.

### Sample collection

After the 56-day feeding experiment, the fish were starved for 24 h to reduce the effects of feeding on physiological and biochemical indicators. The fish were treated with 100 mg/L MS-222 (Argent Chemical Laboratories, Redmond, WA, USA) for rapid deep anesthesia, and the total weight of all fish in each tank was recorded. Four fish were randomly caught from each tank, and blood samples were taken from the tail vein and immediately centrifuged to obtain serum as described by Ma [35]. The serum was stored in labeled tubes at −80°C for further biochemical analyses. Four fish per tank were weighed and dissected, and then their liver and viscera tissues were weighed. The liver and intestinal tissues were collected from 12 fish in each group, frozen in liquid nitrogen, and stored at −80°C. The intestine samples were used to determine the activities of digestive enzymes. The liver samples were separated into two portions, one of which was used to determine physiological indexes, and the other for RNA extraction. According to growth and biochemical indicator data, further analyses were conducted to compare the livers of the group showing optimal growth (T_Liver) with those of the control group (C_Liver). Three fish from each group were randomly selected from each tank, and the liver tissues were quickly dissected, frozen in liquid nitrogen, and stored at −80°C until transcriptome sequencing.

### Fish growth performance

Fish growth performance was determined by calculating the weight gain rate (WGR), specific growth rate (SGR), viscerosomatic index (VSI), hepatosomatic index (HSI), and protein efficiency ratio (PER). The feed conversion ratio (FCR) was calculated to express feed utilization. During the experiment, the daily feed consumption and the number of fish deaths were recorded. These parameters were calculated according to Li [11].

### Blood biochemical analysis

We measured serum total protein (TP), triglyceride (TG), and total cholesterol (TC) contents using a fully automatic biochemical analyzer (bs-400, MINDRAY, Shenzhen, China). Reagents and test kits were purchased from MINDRAY. The contents of triiodothyronine (T3) and thyroxine (T4) were determined by radioimmunoassay (RIA) as described by Nayak and Singh [36].

### Hepatic lipid index assays

Liver samples (about 1.0 g) were homogenized in ice-cold phosphate-buffered saline (PBS, 50 mmol/ L, pH 7.3) and then centrifuged for 10 min at 3500 g at 4°C [37]. Liver TG, TC, glycogen contents and LPL, HL activities were measured using ELISA kits. All kits were provided by the Shanghai Lengton Bioscience Co., Ltd. (Shanghai, China).

### Enzyme activity analyses

Intestinal samples were homogenized in ice-cold PBS (50 mmol/ L, pH 7.3) and then centrifuged for 10 min at 3500 g at 4°C [37]. The supernatant was used for analyses of amylase, trypsin, and lipase activity as described by Qiang [37].

### Analysis of transcriptome libraries

#### RNA extraction and Illumina library preparation

Total RNA was extracted from livers of fish from the two groups using Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. The extracted RNA was detected using a Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA). Each group of RNA samples with good integrity and purity was mixed, then approximately 10 μg total RNA was taken from each mixed group to prepare an Illumina library. Six libraries were constructed: T_Liver_1, T_Liver_2, T_Liver_3, C_Liver_1, C_Liver_2, and C_Liver_3. The RNA was reverse-transcribed according to the operating procedures of the mRNA-Seq sample preparation kit (Illumina, San Diego, CA, USA) to create the final complementary DNA (cDNA) library. Each library was sequenced on the Illumina HiSeq 4000 platform. The average insert size was 300 ± 50 bp.

#### Data filtering, read mapping, and detection of differentially expressed genes

Invalid reads (including joint, duplicate, and low-sampling reads) were removed from the sequence data using the processing steps described by Qiang [38]. The remaining clean reads were used for subsequent analyses. Reads from the T_Liver and C_Liver libraries were aligned to the *Tachysurus fulvidraco* reference genome (https://www.ncbi.nlm.nih.gov/genome/?term=yellow+catfish) using the HISAT package [39]. This software package maps reads to a reference genome to build a database, and compares previously unmapped reads with a database of putative junctions to confirm them.

In the clean RNA-seq data, gene transcript levels were estimated on the basis of fragments per kilobase of transcript per million mapped (FPKM) reads values [40]. Differentially expressed (DE) genes between the T_Liver and C_Liver groups were identified using the R package [41] with the following criteria: adjusted |log_2_foldchange|≥ 1.0 and *P*-value < 0.05. The DE genes were subjected to KEGG pathway enrichment analysis, and those with *P* < 0.05 were considered to be significantly enriched.

#### Verification of selected DE genes by quantitative real-time PCR

The KEGG enrichment analysis indicated that dietary *A*. *senticosus* affected signaling pathways related to lipid metabolism. Therefore, we selected five known genes in this pathway for validation by quantitative real-time PCR. The five genes were *FADS2* (encoding fatty acid desaturase 2), *ELOVL2*, (encoding ELOVL fatty acid elongase 2), *CYP24a* (encoding 1,25-dihydroxyvitamin D(3) 24-hydroxylase), *PLPP3* (encoding phospholipid phosphatase 3), and *DIO2* (encoding iodothyronine deiodinase 2). All primers used to amplify the DE genes (Table 2) were synthesized by the Suzhou GeneWiz Biotechnology Co. Ltd (Suzhou, China). Total RNA was extracted from liver samples using Trizol reagent ((Invitrogen) and was reverse-transcribed into cDNA using Prime Script^™^ RT Master Mix (Takara, Dalian, China). The qRT-PCR analyses were performed in accordance with the instruction manual of the SYBR^®^ Premix Ex Taq (Takara) kit using an CFX96^™^ Real-time PCR System (Bio-Rad, Hercules, CA, USA). The internal reference gene was *β-actin*. Each PCR mixture (25 μL) consisted of 8 μL RNase-free water, 12.5 μL SYBR Premix Ex Taq II (2×), 0.5 μL ROX Dye (50×), 2 μL forward and reverse primers (10 μM), and 2 μL cDNA working solution. The amplification conditions were as follows: 95°C for 30 s, followed by 40 cycles of 95°C°C for 5 s and 60°C for 30 s [42]. Each reaction was repeated three times. The relative gene transcript levels in the different treatments were calculated using the 2^-ΔΔCt^ method [43].

**Table 2:** Sequences of primers used for qRT-PCR.

Name	Primer sequence (5’-3’)
*FADS2*	F: 5’- ATTGGTTCAGCGGCCATCTT-3’
	R: 5’- AGACTGGTTGGGGGCAAAAA-3’
*ELOVL2*	F: 5’- GAGTGCATCCCCTACCCAAC-3’
	R: 5’- GCAGCATGTCAGCCCTATCT-3’
*CYP24a*	F: 5’- ACGCACGAGCTAAAGTGAGA-3’
	R: 5’- CCGTTCCTACCAGCCGATTT-3’
*PLPP3*	F: 5’- CCAGAATCAGCCTGTGGAGTA-3’
	R: 5’- AGTGTGTGCAGTCGTAAGGG-3’
*DIO2*	F: 5’- GAACTGTTCCCGTTCGAGGT-3’
	R: 5’- TACGATGCACACCCTTTCGT-3’
*β-actin*	F: 5’- GGATTCGCTGGAGATGATG-3’
	R: 5’- TCGTTGTAGAAGGTGTGATG-3’

### Data analysis

The results are reported as mean ± standard error. Shapiro-Wilk’s test and Levene’s test were used to test for normal data distribution and homogeneity of variance. Significant differences among treatments were determined by one-way ANOVA with *post-hoc* Duncan’ s multiple range test. The level of significance was *P* < 0.05. Statistical analyses were conducted using SPSS ver. 22.0 (IBM Corp., Armonk, NY, USA).

## Results

### Growth performance, FCR, and survival

The WGR was highest in the group fed with a diet containing 4 g/kg *A*. *senticosus* and lowest in the control group (0 g *A*. *senticosus*) (Table 3). The WGR differed significantly between those two groups (*P* < 0.05). The trend in SGR among the different treatments was similar to that of WGR, and both showed the highest values in the group fed with a diet containing 4 g/kg *A*. *senticosus* (Fig 1). Compared with the control group, the group fed with a diet containing 4 g/kg *A*. *senticosus* showed a significantly lower HSI level (*P* < 0.05). However, the VSI, FCR and PER did not differ significantly among the treatment groups or between the treatment groups and the control group (*P* > 0.05). Dietary supplementation with 0–8 g/kg *A*. *senticosus* did not significantly affect the survival of hybrid yellow catfish.

**Fig 1:**
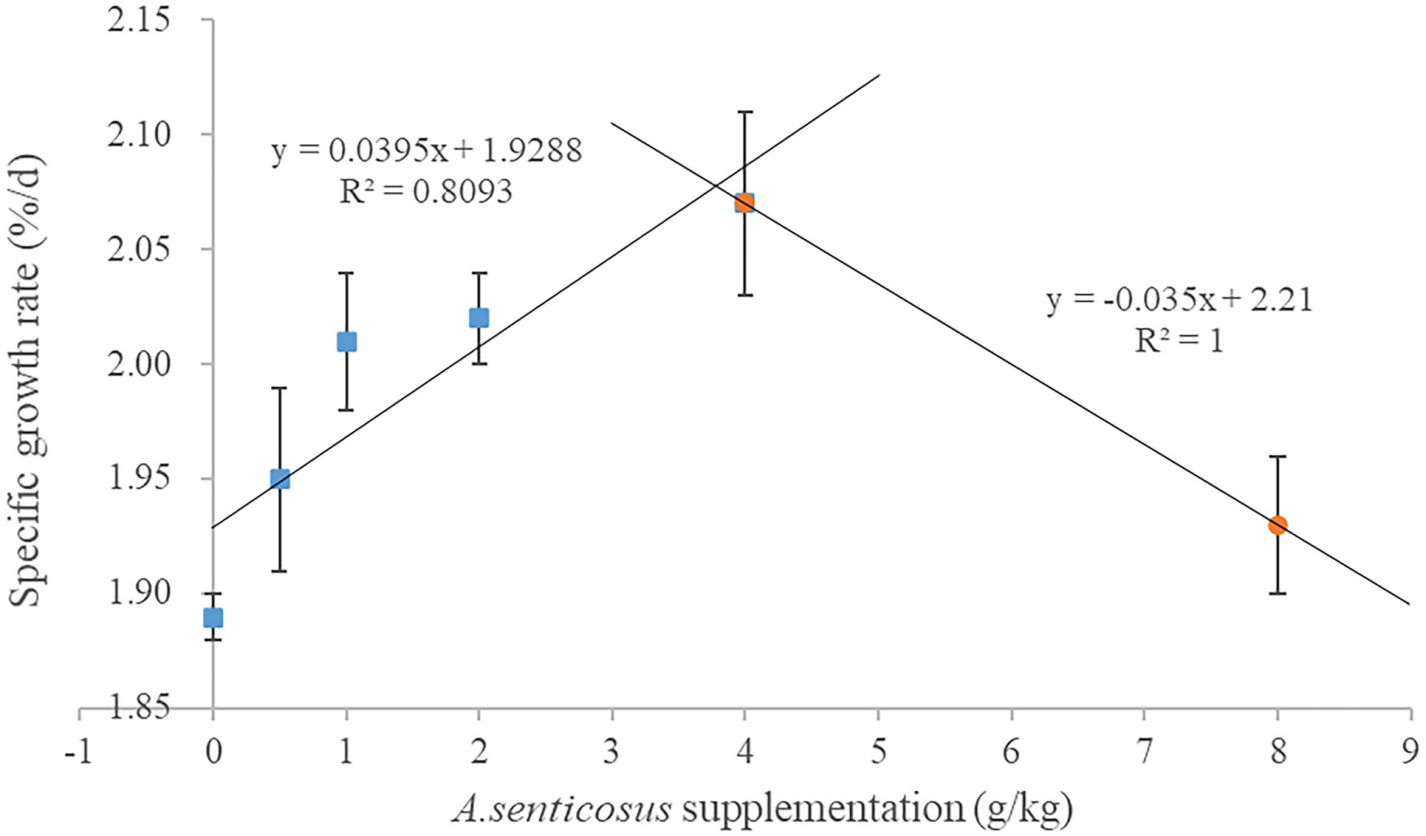
Relationship between specific growth rate and dietary supplementation with *A*. *senticosus*. The relationship was determined using a two-slope broken-line model according to the method of Qiang et al. [38].

**Table 3:** Effect of *A*.*senticosus* supplementation on growth performance of hybrid yellow catfish (means ± *SEM*).

*A*.*senticosus* (g/kg)	0	0.5	1	2	4	8
IBW (g)	13.44±0.02	13.38±0.03	13.43±0.02	13.43±0.01	13.38±0.00	13.39±0.02
FBW (g)	38.66±0.27^a^	39.84±0.92^ab^	41.46±0.71^bc^	41.56±0.52^bc^	42.68±0.89^c^	39.44±0.71^ab^
WGR (%)	187.65±1.90^a^	197.63±6.67^ab^	208.57±4.84^bc^	209.49±3.50^bc^	218.97±6.64^c^	194.64±4.92^ab^
SGR (%/d)	1.89±0.01^a^	1.95±0.04^ab^	2.01±0.03^bc^	2.02±0.02^bc^	2.07±0.04^c^	1.93±0.03^ab^
HSI (%)	1.58±0.06^c^	1.49±0.06^bc^	1.4±0.08^abc^	1.34±0.07^ab^	1.24±0.08^a^	1.33±0.07^ab^
VSI (%)	14.17±0.42	14.3±0.43	13.72±0.55	14.38±0.52	14.43±0.42	13.46±0.43
FCR	2.13±0.03	2.08±0.06	2.02±0.07	2.01±0.06	2±0.06	2.1±0.04
PER	1.67±0.05	1.69±0.05	1.74±0.06	1.73±0.06	1.75±0.05	1.69±0.05
SR (%)	95.67±1.33	97.33±1.33	95.67±1.33	97.33±2.67	98.67±1.33	96±2.31

Note. Data with different superscript lowercase letters in the same row indicate a significant difference (*P*< 0.05).

### Serum biochemical parameters

The TC level was significantly (*P* < 0.05) lower in the group fed with a diet containing 2 g/kg *A*. *senticosus* than in the control group (Table 4). The serum TG levels decreased significantly (*P* < 0.05) with increasing amounts of *A*. *senticosus* in the diet, and were significantly lower in the 2 and 4 g/kg *A*. *senticosus* treatment groups than in the other groups. There was no significant difference in TP content between the control group and the treatment groups (*P* > 0.05). Compared with the control group, the groups fed with diets containing 2 and 4 g/kg *A*. *senticosus* showed significantly (*P* < 0.05) lower serum T3 contents and T3/T4 values, and significantly increased serum T4 contents (*P* < 0.05) (Fig 2).

**Fig 2:**
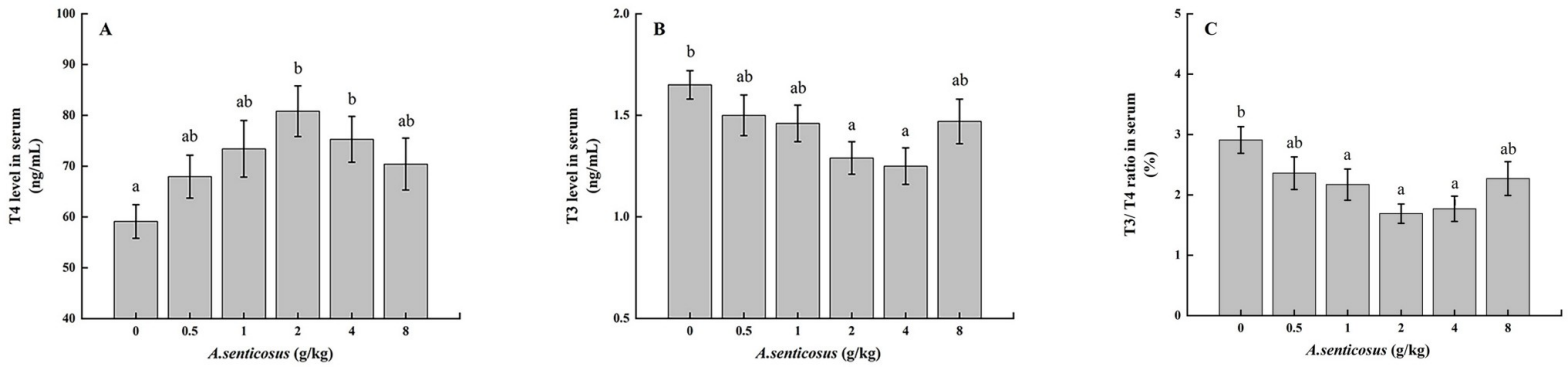
Serum levels of thyroid hormones in hybrid yellow catfish fed diets with *A*. *senticosus* supplementation. (A) Serum thyroxine (T4) and (B) serum triiodothyronine (T3) levels, and (C) T3:T4 ratios with diets with different *A*. *senticosus* supplementation levels. Different superscript lowercase letters indicate a significant difference (*P* <0.05).

**Table 4:** Effect of *A*.*senticosus* supplementation on serum biochemical parameters of hybrid yellow catfish (means ± *SEM*).

*A*.*senticosus (g/kg)*	0	0.5	1	2	4	8
TP (g/L)	10.08±0.18	10.4±0.20	10.47±0.21	10.55±0.22	10.71±0.17	10.51±0.25
T3 (mg/mL)	1.65±0.07^b^	1.5±0.10^ab^	1.46±0.09^ab^	1.29±0.08^a^	1.25±0.09^a^	1.47±0.11^ab^
T4 (mg/mL)	59.12±3.32^a^	67.94±4.24^ab^	73.42±5.57^ab^	80.81±4.98^b^	75.29±4.52^b^	70.41±5.11^ab^
T3/T4 (%)	2.91± 0.22^b^	2.36±0.27^ab^	2.17±0.26^a^	1.69±0.16^a^	1.77±0.21^a^	2.27±0.28^ab^
TC (mmol/L)	1.51±0.05^b^	1.47±0.05^b^	1.44±0.05^ab^	1.31±0.04^a^	1.38±0.05^ab^	1.46±0.05^ab^
TG (mmol/L)	1.41±0.07^b^	1.25±0.07^ab^	1.25±0.07^ab^	1.08±0.06^a^	1.18±0.04^a^	1.23±0.06^ab^

Note. Data with different superscript lowercase letters in the same row indicate a significant difference (*P*< 0.05).

### Hepatic biochemical parameters

The liver TG level differed significantly (*P* < 0.05) between the control group and the group fed with a diet containing 4 g/kg *A*. *senticosus*, but the TC level did not differ significantly between these two groups (*P* > 0.05) (Fig 3). The glycogen level did not differ significantly among the treatment groups or between the treatment groups and the control group (*P* > 0.05). The activities of LPL and HL were significantly lower (*P* <0.05) in the group fed a diet containing 4 g/kg *A*. *senticosus* compared with the control group (Table 5).

**Fig 3:**
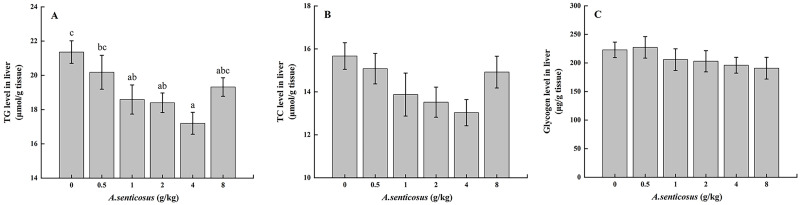
Liver lipid and glycogen levels in hybrid yellow catfish fed diets with *A*. *senticosus* supplementation. (A) Triglyceride (TG), (B) total cholesterol (TC), and (C) glycogen levels with diets with different *A*. *senticosus* supplementation levels. Different superscript lowercase letters indicate a significant difference (*P* <0.05).

**Table 5:** Effect of *A*. *senticosus* supplementation on catabolic enzymes in the liver of hybrid yellow catfish (means ± *SEM*).

*A*.*senticosus* (g/kg)	0	0.5	1	2	4	8
LPL (ng/mg prot)	7.39±0.56^a^	7.77±0.60^a^	8.8±0.34^ab^	8.98±0.48^ab^	9.55±0.53^b^	8.05±0.50^ab^
HL (ng/mg prot)	31.45±1.02^a^	32.64±0.81^a^	33.85±1.16^ab^	34.23±0.87^ab^	35.83±0.92^b^	33.25±0.83^ab^

### Intestinal digestive enzyme activities

The amylase, trypsin, and lipase activities in the yellow catfish intestine significantly increased with increasing amounts of *A*. *senticosus* in the diet (Table 6). The amylase, trypsin, and lipase activities were significantly higher in the group fed with a diet containing 8 g/kg *A*. *senticosus* than in the other five groups (*P* < 0.05).

**Table 6:** Effect of *A*.*senticosus* supplementation on intestinal digestive enzymes of hybrid yellow catfish (means ± *SEM*).

*A*.*senticosus* (g/kg)	0	0.5	1	2	4	8
Amylase (ng/mg prot)	96.54±7.38^a^	103.32±6.17^ab^	114.93±8.27^ab^	117.41±8.23^ab^	126.06±9.47^b^	153.63±9.48^c^
Trypsin (ng/mg prot)	113.48±9.52^a^	134.38±6.07^ab^	142.2±8.81^ab^	152.39±11.00^b^	164.26±12.78^b^	197.73±9.51^c^
Lipase ng/mg prot)	48.61±4.49^a^	54.58±2.76^ab^	58.51±4.81^ab^	61.85±4.42^ab^	67.33±4.40^b^	83.48±4.84^c^

Note. Data with different superscript lowercase letters in the same row indicate a significant difference (*P*< 0.05).

### Sequence data summary and transcriptome assembly statistics

The Illumina HiSeq 4000 platform was used to sequence the transcriptomes of liver tissues in the T_Liver_1, T_Liver_2, T_Liver_3, C_Liver_1, C_Liver_2, and C_Liver_3 groups. 

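Livers of hybrid yellow catfish fed for 56 days on the diet with 0 g/kg A. senticosus (C_liver) or with 4 g/kg (T_liver) were compared, with 3 libraries per group. The RNA of each group was mixed before poly(A) RNA was selected for the libraries, and the number of fish behind each library is not stated in the text, so n counts libraries. The authors aligned the filtered reads with HISAT to the Tachysurus fulvidraco reference genome and deposited, for 28288 genes, the count of reads and the FPKM value in each library. The genome build, and how reads that match several genes were counted, are not given in the sources used here. Genes are therefore placed by scaffold, start and end as deposited. The counts on genes summed to 48456874, 51459627 and 46303095 in C_liver replicates 1, 2 and 3, with a median of 48456874, and to 44153673, 49343836 and 47523821 in T_liver replicates 1, 2 and 3, with a median of 47523821. In C_liver replicates 1 and 3 and T_liver replicate 3 these sums exceed the paper's numbers of valid reads in Table 7, which are 46001180, 45710806 and 47436396, so the counts may hold reads counted at more than 1 gene. Each library had a count on 16719 to 17818 genes. The 11521 genes with a mean FPKM of at least 1 over the 6 libraries were tested. The counts were normalized by edgeR's TMM method, whose factors lay between 0.855 and 1.14, and T_liver was compared with C_liver by edgeR's quasi-likelihood test. Levels are given as CPM, counts per 1000000 counts, after this normalization, and log2 fold changes are T_liver relative to C_liver. A gene was called a DE gene at an absolute log2 fold change of at least 1 and an unadjusted P under 0.05. The thresholds are those of the study, whose text does not say plainly whether its P values were adjusted. P values adjusted by the Benjamini-Hochberg method over all tested genes are given beside them.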

After deleting low-quality sequences, the number of valid reads in each library ranged from 46001180 to 51777748. Across the six groups, the Q20 value was 99.98%, and the GC content was 46% (Table 7). These results confirmed that the sequencing data were of sufficient quality for subsequent splicing and assembly.

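The 20 genes with the highest counts took 28.9% ± 3.52 (SD, n = 3) of the counts in the C_liver libraries and 26.0% ± 0.834 (SD, n = 3) in the T_liver libraries. The largest share, 32.9%, was that of C_liver replicate 3. The transcript level of a gene varied between libraries of the same group with a biological coefficient of variation of 0.426 in edgeR's common estimate.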

**Table 7:** Overview of reads for mRNA-seq of hybrid yellow catfish (*Tachysurus fulvidraco* ♀*× Pseudobagrus vachellii* ♂) and quality filtering.

Sample	Raw Reads	Base	Valid Read	Base	Valid Ratio (reads)	Q20%	Q30%	GC content %
C_Liver_1	48948446	7.34G	46001180	6.90G	93.98	99.98	98.53	46
C_Liver_2	55870092	8.38G	51777748	7.77G	92.68	99.98	98.66	46
C_Liver_3	52351492	7.85G	45710806	6.86G	87.32	99.98	98.72	46
T_Liver_1	55845642	8.38G	46916382	7.04G	84.01	99.98	98.61	46
T_Liver_2	54223560	8.13G	49577940	7.44G	91.43	99.98	98.59	46
T_Liver_3	51742012	7.76G	47436396	7.12G	91.68	99.98	98.50	46

Note. T_liver: 4 *A*.*senticosus* / kg; C_liver: 0 *A*.*senticosus* / kg.

### Screening of differentially expressed genes in response to dietary A. senticosus

We estimated the abundance of genes mapped to the *Tachysurus fulvidraco* reference genome, and identified DE genes based on the following criteria: |log_2_(foldchange)|≥ 1 and *P*-value ≤ 0.05. 

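Of the 11521 tested genes, 358 were DE genes in T_liver, 172 at higher and 186 at lower transcript levels. Their median log2 fold change was 1.42 among the former and -1.36 among the latter. In 241 of them, which were selected for a difference, the 3 T_liver libraries lay all above or all below the 3 C_liver libraries. Over all tested genes this held for 1505 (13.1%), where chance gives 10%. Without the fold change threshold, 765 genes had an unadjusted P under 0.05, where 576 would be reached if no gene differed. After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test no gene had an adjusted P under 0.05 (0 genes, smallest adjusted P 0.273). On the same counts, DESeq2 gave 42 such genes and edgeR's exact test gave 14. Simulated counts had the spread of these libraries, with 200 of 11521 genes changed by more than the fold change threshold. On them the criteria recovered 180 of the changed genes and also called 302 unchanged genes. As a ratio, the number of DE genes moved most with limma without moderation of the variances, to 69, and as a difference with no filter on low values, to 774. Leaving out C_liver replicate 2 gave 628 DE genes and leaving out T_liver replicate 2 gave 643.
The DE genes with the largest fitted increases among those whose groups did not overlap include LOC113662009, described as similar to NLRC3, on scaffold NW_020848081.1 from 391175 to 394330. It had no counts in any C_liver library and 25, 43 and 43 counts in T_liver, which makes it at least 12.6-fold higher against a floor of 3 counts in each C_liver library. LOC113638514, described as an MHC class I alpha chain (scaffold NW_020848280.1, 40811 to 53979), had 1.81 ± 0.138 CPM (SD, n = 3) in C_liver and 39.9 ± 20.4 (SD, n = 3) in T_liver. Its log2 fold change was 4.46 (standard error 0.47, adjusted P 0.273 from edgeR's quasi-likelihood test). The gene was a DE gene under all 23 alternatives. Its adjusted P depended on the test, from 1.47e-18 with DESeq2 to 0.738 with limma without moderation of the variances. It belongs to a multigene family whose members could share reads. The log2 fold changes of LOC113649456, similar to TRIM16 (4.21), LOC113641041, of the MORC family (4.01), and LOC113641045, similar to HARBI1 (4.00), fell to 0.84, 1.41 and 1.88 without T_liver replicate 2. The last pair of genes overlap on scaffold NW_020848389.1, so their reads could have been counted for either. The largest decreases among DE genes whose groups did not overlap were those of lipg, an endothelial lipase (-6.46), LOC113635119, an antimicrobial peptide (-5.35), LOC113640225, inhibin beta A (-3.45), fasn, fatty acid synthase (-2.99), and LOC113661528, an uncharacterized protein (-2.21). C_liver replicate 3 had the highest level of all 5, and without it their log2 fold changes were -2.92, -3.51, -3.01, -1.39 and -1.31. The adjusted P was 0.676 for each of these genes in edgeR's quasi-likelihood test.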

The comparison of T_liver and C_liver transcriptomes identified 345 up-regulated genes and 319 down-regulated genes (Fig 4).

**Fig 4:**
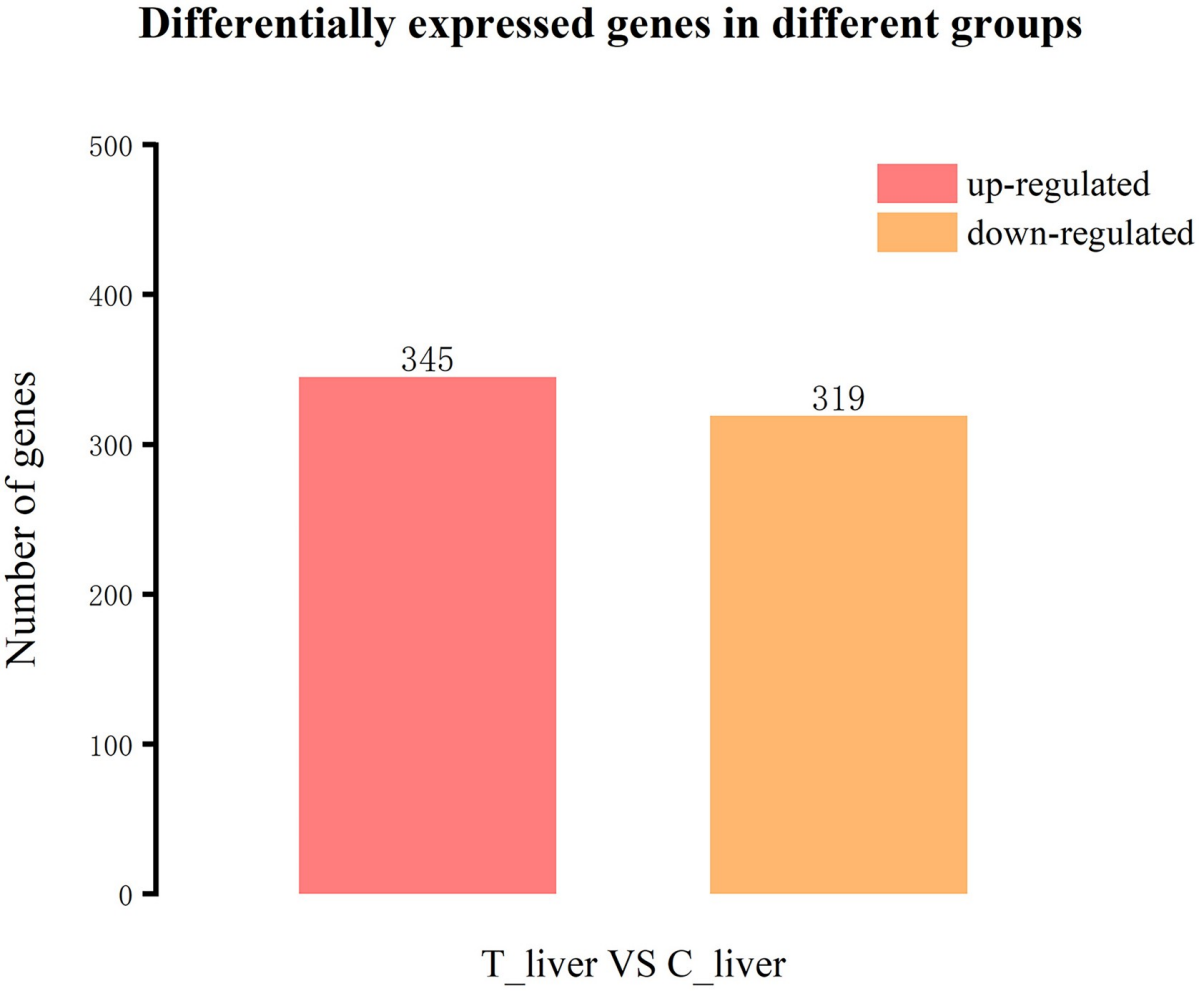
Expression profiles of genes associated with response to *A*. *senticosus* supplementation. The numbers of up- and down-regulated differentially expressed (DE) genes between the group fed the diet with 4 g/kg *A*. *senticosus* supplementation (T_liver group) and the control group with 0 g/kg supplementation (C_liver group) are shown.

### KEGG analysis

The specific signaling pathways enriched with DE genes were identified using tools at the KEGG database. Compared with the C_liver group, T_liver group had multiple pathways enriched with DE genes. 

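Enrichment was computed with the KEGG pathways that the deposited annotation gives for each gene, 316 in all, by 1-sided hypergeometric tests. The background was the 7199 tested genes with a pathway, of which 265 were DE genes. An unadjusted P under 0.05 was reached by 49 pathways and an adjusted P under 0.05 by 33. The smallest P values were those of proteoglycans in cancer, with 19 DE genes among 49 members (P 2.09e-15), and of leukocyte transendothelial migration, with 16 among 33 (P 4.83e-15). Many of these pathways share closely spaced, repeated gene models that are listed with identifiers of non-coding transcripts. Those of middle length carry the orthology entry of beta-actin, and the long ones carry another entry or none. Of 46 repeated models tested, 18 were DE genes (16 middle and 2 long), all at higher levels in T_liver, and 22 of the 49 pathways held at least 1 of them. With the 46 models left out of the tested genes, 33 pathways had an unadjusted P under 0.05 and 9 an adjusted P under 0.05. Proteoglycans in cancer then had a P of 0.0706, and no DE gene was left in leukocyte transendothelial migration. The smallest P was then that of protein digestion and absorption (1.51e-10), with 14 DE genes among 45 members. Transcripts of pancreatic digestive enzymes are among its DE genes, and its P was 0.000779 with these left out as well.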

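Steroid biosynthesis had 5 DE genes among 23 tested members (P 0.00127, adjusted P 0.0143), namely CYP24a (LOC113642663), cel, hsd17b7, ebpl and msmo1. The last 3 of these were at lower levels in T_liver. Biosynthesis of unsaturated fatty acids had 5 among 29 (P 0.00374, adjusted P 0.0358), all at lower levels: fads2, elovl2, acoxl, LOC113636202 (a stearoyl-CoA desaturase) and LOC113652078 (similar to elovl6). Fatty acid metabolism shared these 5 and had fasn and LOC113646470 as well, 7 among 65 (P 0.00951, adjusted P 0.0791). Alpha-linolenic acid metabolism had 4 among 20 (P 0.00546, adjusted P 0.0507), fads2 and acoxl at lower levels and the phospholipase A2 genes LOC113633939 and LOC113638852 at higher levels. Glycerolipid metabolism had 7 among 61 (P 0.00675, adjusted P 0.0609), with cel and LOC113639772 (a pancreatic lipase) at higher levels and lipg, plpp3, LOC113645504, LOC113656312 and LOC113658632 at lower levels. Propanoate metabolism had 3 among 38, LOC113645343, mcee and aldh6a1, and did not pass the threshold (P 0.163, adjusted P 0.781). The phospholipases A2, cel and LOC113639772 are transcripts of pancreatic enzymes that rose together. With such transcripts left out, alpha-linolenic acid metabolism had a P of 0.127, glycerolipid metabolism 0.0523 and steroid biosynthesis 0.00623.
Thyroid hormone signaling had 17 DE genes among 67 tested members (P 1.62e-10, adjusted P 3.94e-09). With limma on log2(FPKM + 1), the comparison planned before the data were examined, it had 0 DE genes. Of the 17, 16 were repeated gene models with log2 fold changes between 1.38 and 1.52. The other was mast4 (2.60), which without T_liver replicate 3 was at 0.61. The file holds 75 of the repeated models on 6 scaffolds. There are 27 of 154 bp, 23 of 1891 to 1900 bp and 25 of 4324 to 4521 bp. Of the 27 short models, 18 have a middle model upstream and a long one downstream within 1000 bp each. Reads of such copies could have been divided among them, so they may not be independent genes. Without them the pathway had a P of 0.802. They took 0.107% ± 0.0197 (SD, n = 3) of the counts in C_liver and 0.257% ± 0.164 (SD, n = 3) in T_liver, where replicate 2 had 0.0905% and replicate 1 had 0.419%. This difference had an exact 2-sided permutation p of 0.3, where the smallest that 3 libraries against 3 allow is 0.1. The gene actb itself was not higher in T_liver.
Ordered by P among all pathways, thyroid hormone signaling stood at rank 13, steroid biosynthesis at 28, biosynthesis of unsaturated fatty acids at 33, alpha-linolenic acid metabolism at 34, glycerolipid metabolism at 35, fatty acid metabolism at 38 and propanoate metabolism at 66. After adjustment over all pathways, 3 of the 7 had a P under 0.05, thyroid hormone signaling, steroid biosynthesis and biosynthesis of unsaturated fatty acids, and with the repeated models left out only steroid biosynthesis did (adjusted P 0.0375), biosynthesis of unsaturated fatty acids being at 0.0688. Before adjustment the number was 6, and it was 2 with a minimum mean FPKM of 5, without C_liver replicate 3 or without T_liver replicate 1, and 3 without T_liver replicate 2.

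**Figure D1:**
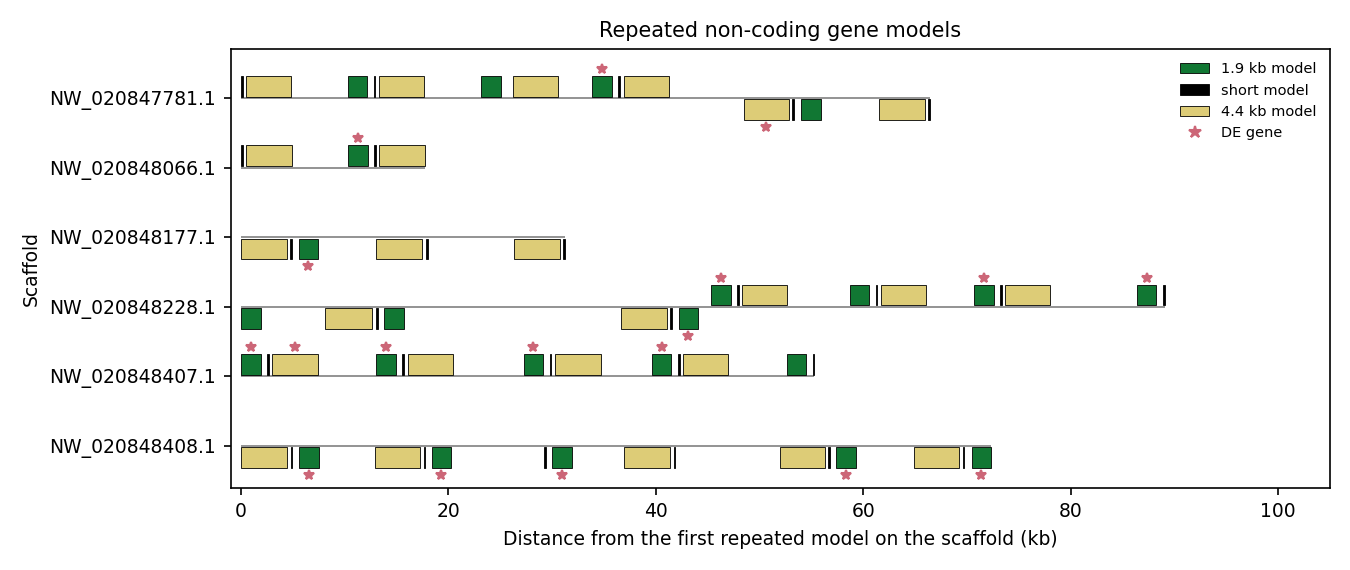
Map of the 75 repeated gene models on their 6 scaffolds, with the distance from the first model of each scaffold in kb on the x axis. Boxes above a line are on the plus strand and boxes below it on the minus strand, green for middle, black for short and yellow for long models, and red stars mark the 18 DE genes, 16 of them middle models.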

The top seven enriched pathways were steroid biosynthesis, biosynthesis of unsaturated fatty acids, alpha-linolenic acid metabolism, thyroid hormone signaling, fatty acid metabolism, propanoate metabolism, and glycerolipid metabolism (Fig 5). Therefore, pathways related to fat metabolism were affected in the yellow catfish fed with diets containing *A*. *senticosus*.

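The direction of all tested members of each pathway, DE genes or not, was compared between the groups by limma's camera test with a preset correlation of 0.01 between genes, 2-sided, with Benjamini-Hochberg adjustment over the 7 pathways. In steroid biosynthesis 18 of 23 members were at lower levels in T_liver, with a median log2 fold change of -1.12 (adjusted P 0.000307). In biosynthesis of unsaturated fatty acids 25 of 29 were lower, with a median of -0.45 (adjusted P 2.59e-05), and in fatty acid metabolism 48 of 65, with a median of -0.39 (adjusted P 3.58e-05). The members of thyroid hormone signaling were higher, with a median of 0.28 (adjusted P 0.000433). Among the 46 members that are not repeated gene models, 20 were higher and 26 lower, with a median of -0.07. Glycerolipid metabolism (median -0.06, adjusted P 0.192) and propanoate metabolism (median -0.18, adjusted P 0.179) did not pass the test. Nor did alpha-linolenic acid metabolism (adjusted P 0.120), whose median of -0.32 and mean of 0.09 differ in sign. None of these calls held under limma's fry test or with a correlation estimated from the data, which gave 0 pathways with an adjusted P under 0.05. Steroid biosynthesis also fell short of the threshold without C_liver replicate 3 (median -0.13, adjusted P 0.296) and without T_liver replicate 2 (adjusted P 0.0671).
In a list of cholesterol synthesis genes, all 21 tested members were at lower levels in T_liver, with a median log2 fold change of -1.81 (camera adjusted P 8.47e-11 over the marker lists), and 7 were DE genes. In a list of fatty acid synthesis genes, 9 of 10 were lower, with a median of -1.08 (adjusted P 1.92e-05), and 3 were DE genes. Neither list passed under fry (adjusted P 0.604 each) or with an estimated correlation (adjusted P 0.558 each). Without C_liver replicate 3 the medians were -0.50 and -0.73. From the enrichment of DE genes in these 7 pathways, the paper concludes that pathways of fat metabolism were affected in fish fed A. senticosus.

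**Figure D2:**
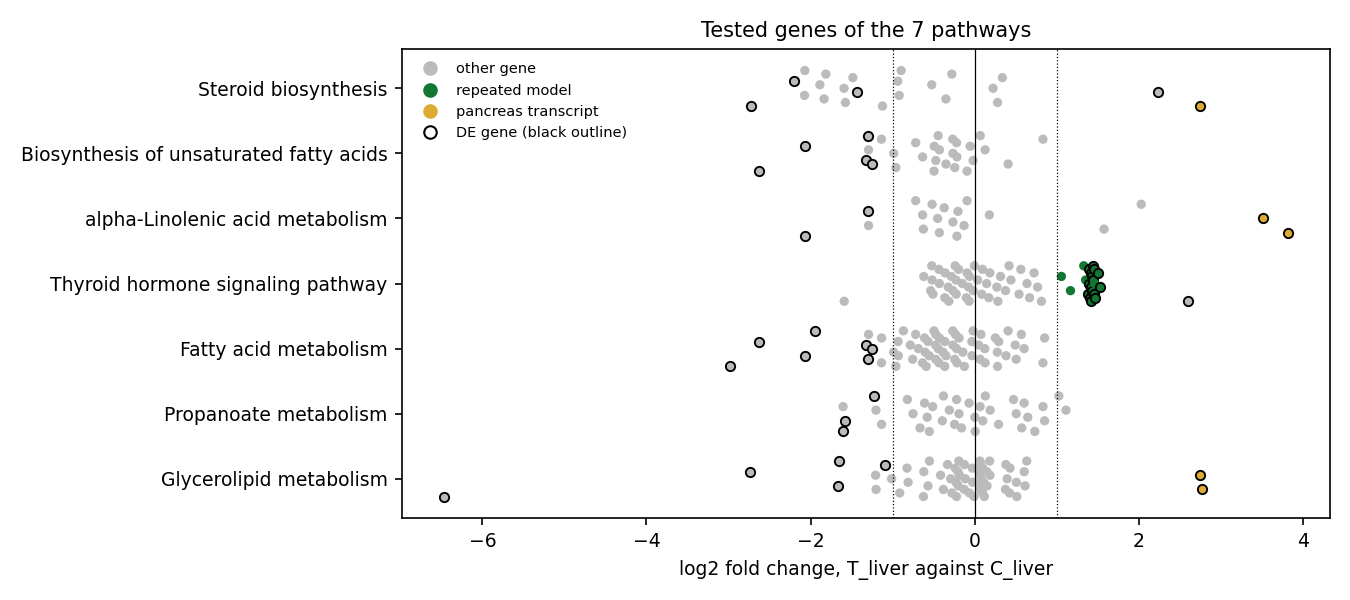
Log2 fold change (x axis) of every tested member of the 7 pathways (y axis), 1 point per gene, with repeated gene models in green, pancreatic enzymes in yellow, other genes in grey and DE genes outlined in black. Points are spread vertically only for legibility, the dotted lines stand at -1 and 1, and in thyroid hormone signaling 16 of the 17 outlined points are repeated models.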

**Fig 5:**
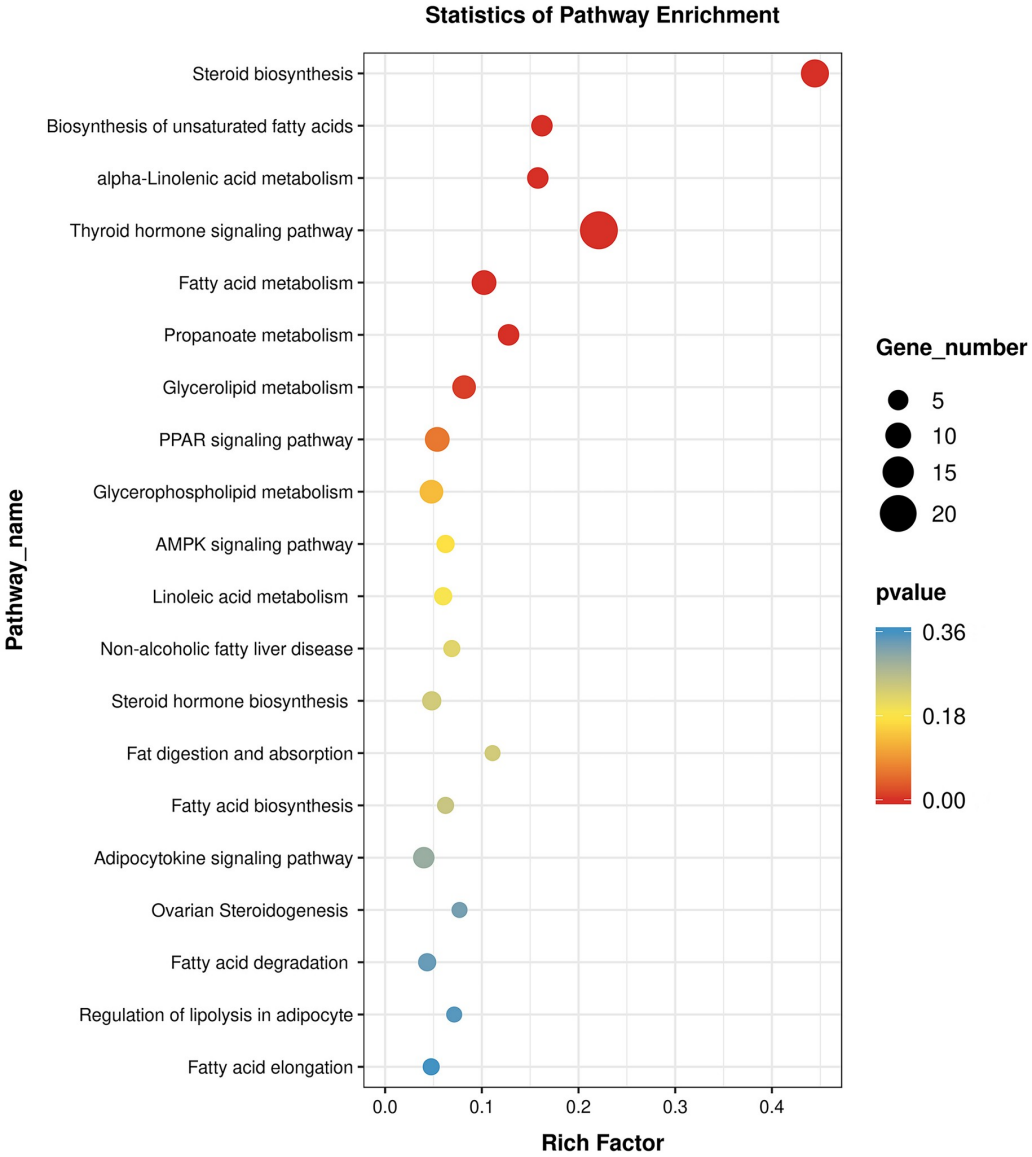
KEGG analysis of differentially expressed genes (*P* <0.05) associated with response to *A*. *senticosus* supplementation. *A*. *senticosus* supplementation was 4 g/kg in the T_liver group and 0 g/kg in the C_liver group.

### Validation of DE genes

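The gene fads2, annotated as the fatty acyl Delta6 desaturase, lies on scaffold NW_020848036.1 from 7259031 to 7266991. Its level was 855 ± 395 CPM (SD, n = 3) in C_liver and 348 ± 166 (SD, n = 3) in T_liver, a log2 fold change of -1.30 (standard error 0.51). Its unadjusted P was 0.0376 in edgeR's quasi-likelihood test. The gene elovl2, a very long chain fatty acid elongase (scaffold NW_020847769.1, 4540268 to 4557526), had 462 ± 158 in C_liver and 195 ± 65.7 in T_liver. Its log2 fold change was -1.25 (standard error 0.39, unadjusted P 0.0138). The gene for plpp3, phospholipid phosphatase 3 (scaffold NW_020848024.1, 1012822 to 1046225), had 19.4 ± 4.24 and 9.05 ± 3.06, with a log2 fold change of -1.10 (standard error 0.32, unadjusted P 0.00982). In each of these 3 genes every T_liver library lay below every C_liver library (exact 2-sided permutation p 0.1). CYP24a, listed as LOC113642663 and annotated as the mitochondrial 1,25-dihydroxyvitamin D(3) 24-hydroxylase (scaffold NW_020848416.1, 5455121 to 5460144), had 44.6 ± 34.4 in C_liver and 211 ± 147 in T_liver. Its log2 fold change was 2.24 (standard error 0.90, unadjusted P 0.0411). T_liver replicate 3, with 71.3 CPM, lay below C_liver replicate 2, with 73.1, so that the groups overlapped (exact 2-sided permutation p 0.2). The gene dio2, type II iodothyronine deiodinase (scaffold NW_020847867.1, 934021 to 939915), had 4.68 ± 4.10 in C_liver and 1.55 ± 0.664 in T_liver. Its log2 fold change of -1.59 (standard error 0.70) had an unadjusted P of 0.0559, so dio2 was not a DE gene at the criteria, and its groups overlapped (exact 2-sided permutation p 0.3). All 5 genes had an adjusted P of 0.676 in edgeR's quasi-likelihood test. Adjusted over the list alone, elovl2 and plpp3 had 0.0346, fads2 and CYP24a 0.0514 and dio2 0.0559, so 2 of 5 passed 0.05 (0 of 5 over all genes). The study chose the list on these libraries, so the adjustment over the list alone is not independent evidence. With each library left out in turn, the log2 fold change stayed between -1.56 and -0.87 for fads2, -1.48 and -0.94 for elovl2, 1.59 and 2.79 for CYP24a, -1.38 and -0.89 for plpp3, and -1.99 and -0.59 for dio2. Without C_liver replicate 3 or without T_liver replicate 1, fads2, elovl2 and CYP24a were no longer DE genes. The calls of fads2 and CYP24a were also lost without T_liver replicate 2, and those of fads2 and plpp3 without C_liver replicate 2. That of plpp3 was lost without T_liver replicate 1, and dio2 became a DE gene without C_liver replicate 2.

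**Figure D3:**
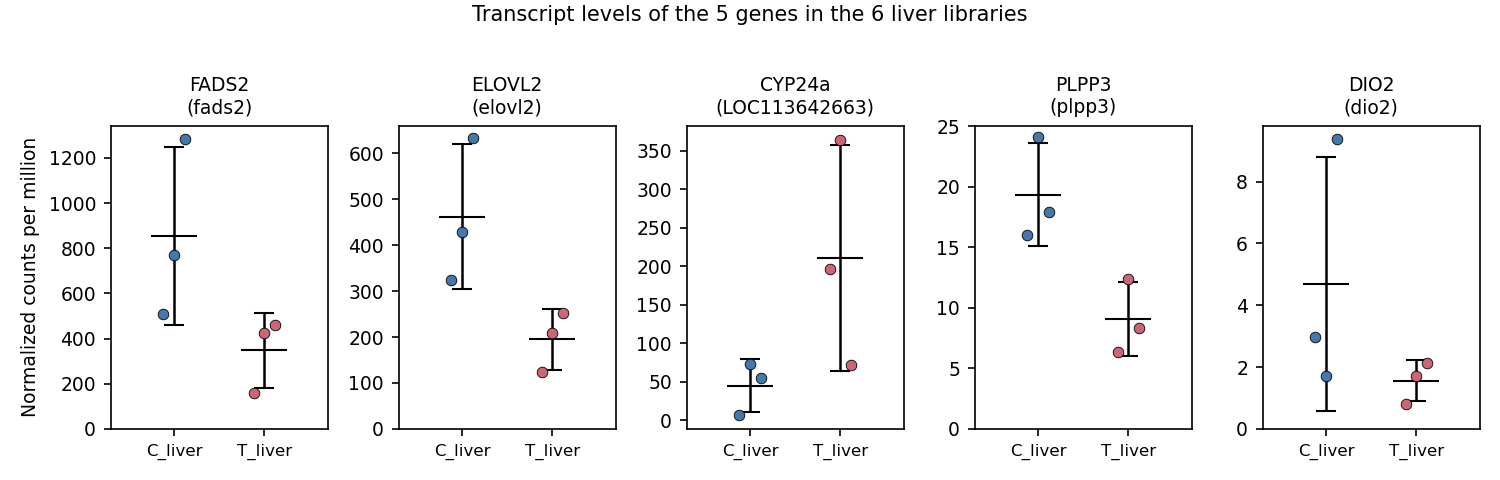
Normalized CPM (y axis, a separate linear scale for each gene) of the 5 genes in the 3 C_liver libraries (blue points) and the 3 T_liver libraries (red points), with the mean (horizontal line) and SD (error bars) of each group. The groups do not overlap in FADS2, ELOVL2 and PLPP3, and they overlap in CYP24a and DIO2.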

Five DE genes related to lipid metabolism were selected from the enriched pathways for validation by qRT-PCR analyses. Their relative transcript levels were determined in fish fed with diets containing *A*. *senticosus* at different levels (Fig 6). In the control group and the 4 g/kg treatment group, the transcript levels of genes detected by qRT-PCR were similar to those estimated from the sequencing analysis. 

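The qRT-PCR values are relative to beta-actin. In the sequencing data actb had 1297 ± 397 CPM (SD, n = 3) in C_liver and 959 ± 112 (SD, n = 3) in T_liver. Its log2 fold change was -0.44 (standard error 0.31, adjusted P 0.725 in edgeR's quasi-likelihood test). Divided by the count of actb in the same library, the geometric mean level in T_liver was 0.520 times that in C_liver for FADS2, 0.552 times for ELOVL2, 7.69 times for CYP24a, 0.602 times for PLPP3 and 0.522 times for DIO2. Only ELOVL2 then had every T_liver library below every C_liver library (exact 2-sided permutation p 0.1). The p was 0.2 for FADS2 and CYP24a and 0.3 for PLPP3 and DIO2. With each library left out in turn, none of the 5 ratios crossed 1. The ratio of CYP24a then ranged from 3.69 without C_liver replicate 1 to 13.9 without C_liver replicate 2.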

*FASD2*, *ELOVL2*, *PLPP3*, and *DIO2* showed decreased transcript levels in fish fed with diets containing *A*. *senticosus*. Compared with the control group, the groups fed with diets containing 2 and 4 g/kg *A*. *senticosus* showed significantly decreased transcript levels of *FASD2* in the liver (*P*< 0.05). Those in groups fed with diets containing 1, 2, and 4 g/kg *A*. *senticosus* showed the lowest transcript levels of *ELOVL2* and *PLPP3*, significantly lower than in the control group (*P*< 0.05). Compared with the control group, the group fed with a diet containing 4 g/kg *A*. *senticosus* showed significantly increased (*P*< 0.05) *CYP24a* transcript levels in the liver. Compared with the control, the groups fed with diets containing 2 and 4 g/kg *A*. *senticosus* showed significantly decreased (*P*< 0.05) transcript levels of *DIO2* in the liver.

**Fig 6:**
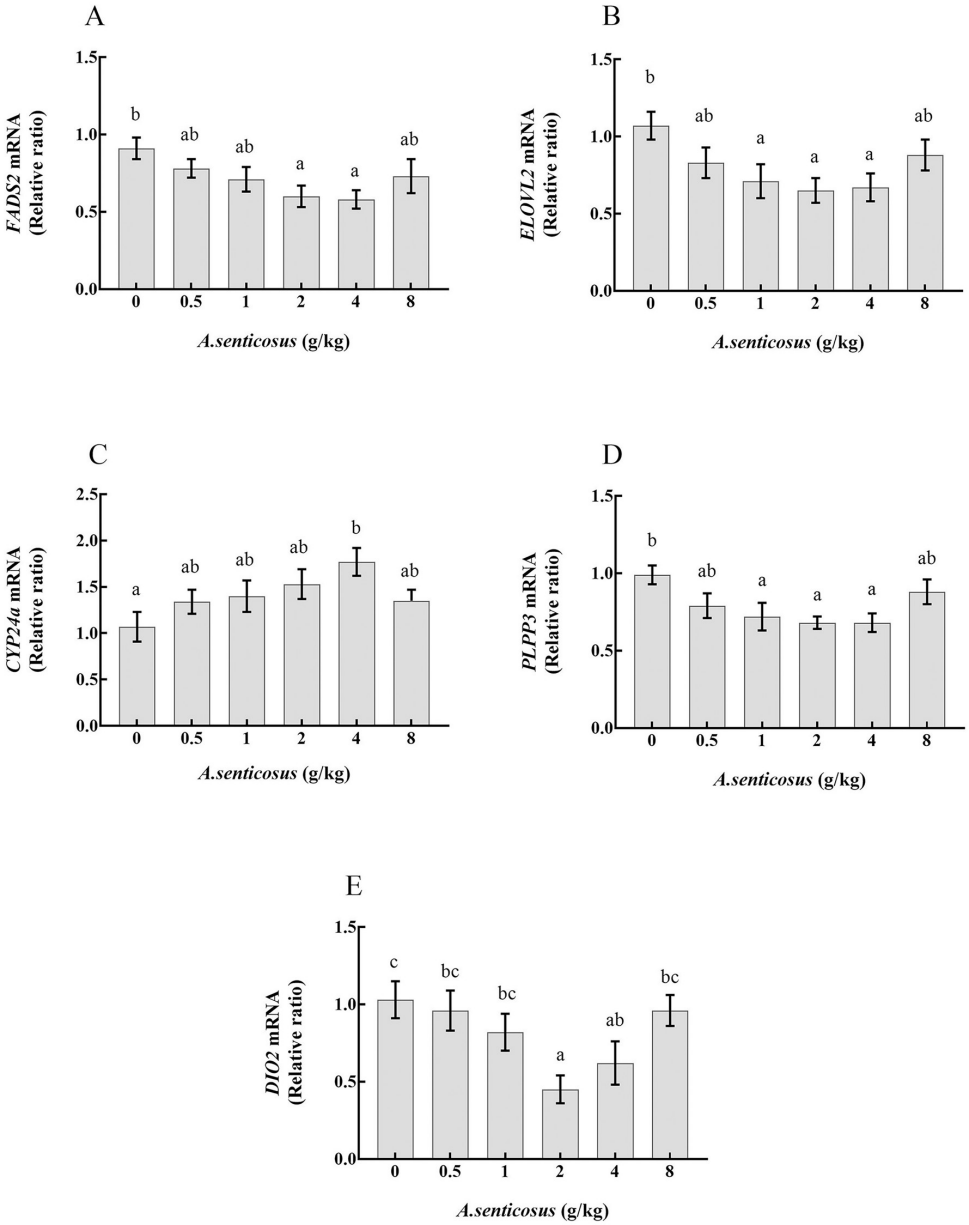
Expression levels of five differentially expressed genes associated with response to *A*. *senticosus* supplementation. The expression levels of (A) *FADS2*; (B) *ELOVL2*; (C) *CYP24a*; (D) *PLPP3*; and (E) *DIO2* in liver of yellow catfish fed diets with different *A*. *senticosus* supplementation levels are shown. Different superscript lowercase letters indicate a significant difference (*P* <0.05).

## Discussion

Chinese herbal medicines contain a variety of natural nutrients and biologically active substances, which can promote the metabolism of animals. Various compounds in Chinese herbal medicines can promote the synthesis of proteins and enzymes, accelerate the absorption and utilization of nutrients, and benefit animal growth [44, 45]. Previous studies have shown that *A*. *senticosus* can promote animal growth. For example, Ruan [46] found that *A*. *senticosus* significantly promoted the growth of the swamp eel, *Monopterus albus*. An extract of *A*. *senticosus* was found to significantly improve the growth performance of weaned piglets [47]. Our results show that adding an appropriate amount of *A*. *senticosus* to the diet can significantly promote the growth of hybrid yellow catfish, and 4 g/kg *A*. *senticosus* is the optimum level of supplementation. Some studies have suggested that herbal medicines may improve the production performance of livestock via beneficial effects on the activities of intestinal enzymes [48]. *A*. *senticosus* contains a variety of nutrients and active ingredients, and has been shown to promote the development of animal intestines, promote secretion from digestive glands, and improve feed utilization [49]. In this study, we found that the addition of *A*. *senticosus* to the diet can significantly improve the digestive function of the intestines of hybrid yellow catfish, leading to better absorption and utilization of nutrients and increased growth. The 8 g/kg *A*. *senticosus* treatment had the strongest effect intestinal digestive enzyme activity in this study. And the PER did not show a significant difference, but it tended to increase with the *A*. *senticosus* diet, the highest at 4g/kg. We considered that the digestive enzyme activities and the PER show a positive connection with the appropriate amount of *A*. *senticosus* diet. However, when excessive *A*. *senticosus* supplementation, physiological factors such as lipid accumulation may cause this relationship to be insignificant.

As an important metabolic transport system, blood participates in the regulation of lipid metabolism in fish, and blood lipid levels can reflect fat metabolism [50]. In this study, the serum TC and TG contents were significantly lower in the groups fed with diets containing 2–4 g/kg *A*. *senticosus* than in the other groups and the control. The liver is an important organ for lipid synthesis and storage [51]. Park [19] found that cortisol extracts from the stems of *A*. *senticosus* reduced lipid synthesis in the liver and reduced the insulin concentration, leading to amelioration of liver steatosis. Sui [52] reported that the addition of *A*. *senticosus* to aquatic animal feed prevented tissue injury by reducing fat deposition in the body tissue. In this experiment, compared with the fish in the control group, those in the group fed with a diet containing 4 g/kg *A*. *senticosus* showed significantly lower liver TG levels, significantly reduced serum TG and TC contents, and reduced lipid levels in the body. The HSI level was significantly higher in the control group than in the treatment groups, which reflected fat deposition in the liver and damage to liver cells [53, 54]. These findings are similar to those obtained in our study on GIFT [11]. LPL, a key enzyme in lipoprotein metabolism, can hydrolyze triglycerides circulating in the form of chylomicrons and very low-density lipoproteins [55]. HL is primarily expressed in liver and is involved in chylomicron-remnant and high-density lipoprotein metabolism [56]. In this study, the LPL and HL activities in the group fed with 4 g/kg *A*. *senticosus* were significantly lower than in the control group, and at this supplementation level, the liver TG and serum TG and TC contents were significantly reduced. Our results suggest that an appropriate amount of *A*. *senticosus* increased the activity of TG and TC catabolic enzymes in the liver of hybrid yellow catfish, leading to reduced lipid levels.

In organisms, thyroid hormone (TH) can stimulate lipogenesis in the liver and adipose tissue, and this has major effects on lipid metabolism [57]. In this study, we found that the serum T4 content was significantly increased in the groups fed with diets containing 2 and 4 g/kg *A*. *senticosus*. An increase in TH can increase fat decomposition and fatty acid oxidation by glucagon, and reduce fat accumulation and the concentration of lipids in the blood. This is consistent with the significantly lower serum and liver TG contents in the groups fed with diets containing 2 and 4 g/kg *A*. *senticosus* than in the other groups and the control. However, no significant difference in liver glycogen was detected with 0–8 g/kg *A*. *senticosus* supplementation, possibly because of regulation of the physiological balance of yellow catfish.

To explore the mechanism by which *A*. *senticosus* affects lipid metabolism in the liver of hybrid yellow catfish, we conducted comparative transcriptome analyses. Then, we validated the results by determining the transcript levels of five DE lipid metabolism genes by qRT-PCR. We selected genes related to fat metabolism and fatty liver disease for these analyses, including *FADS2* encoding Δ-6 desaturase and *ELOVL2* encoding long chain fatty acid elongase, which are important rate-limiting enzymes in the synthesis of polyunsaturated fatty acids [58, 59]. Ma [60] found that interference with *FADS2* expression caused a decrease in intracellular TG content. In another study, overexpression of *ELOVL2* led to increased TG synthesis and accumulation of lipid droplets [61]. In our study, we found that dietary supplementation with *A*. *senticosus* led to reduced transcript levels of *FADS2* and *ELOVL2* in the liver, which may explain the decreased TG and TC contents. 

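A neighbouring gene, LOC113660036, similar to fads2, lies on the same scaffold from 7268424 to 7282294, and reads of the pair could have been divided between them. Its level was 119 ± 79.4 CPM (SD, n = 3) in C_liver and 48.5 ± 23.6 (SD, n = 3) in T_liver. The log2 fold change was -1.29 (standard error 0.58, unadjusted P 0.0600 in edgeR's quasi-likelihood test), so that both copies moved the same way.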

The high transcript levels of *FADS2* and *ELOVL2* in the C_liver may have led to the formation of fat droplets, consistent with the significantly increased HSI, TG, and TC contents in the control group.

Previous studies have shown that, in aquatic animals, the expression of cytochrome P450 family 24 (*CYP24*) can regulate the catabolism of the active form of vitamin D (1, 25-(OH)_2_D_3_) [62], and that 1, 25-(OH)_2_D_3_ can inhibit the differentiation of preadipocytes and affect the transcript levels of genes related to fat metabolism [63]. Zhou and Mai [64] found that a lack of vitamin D_3_ led to increased fat content in abalone (*Haliotis discus hannai*). In addition, obese patients with nonalcoholic fatty liver disease were found to have low vitamin D levels [65]. These findings and observations suggest that *CYP24a* regulates lipid metabolism by affecting the function of the active form of vitamin D in the liver. In this study, we found that *A*. *senticosus* could stimulate the active form of vitamin D in yellow catfish by increasing the transcript level of *CYP24a*. This led to reduced fat content in the liver. *PLPP3* encodes LPP3, a cell-surface enzyme and an intrinsic negative regulator that regulates the signals of biologically active lipids including lysophosphatidic acid [66]. Inhibition of *PLPP3* expression can lead to decreased lipid production in the body, thereby reducing the harmful effects of rapid fat deposition [67]. In this experiment, the transcript levels of *PLPP3* in the liver of yellow catfish were significantly reduced in the groups fed with diets containing 2 and 4 g/kg *A*. *senticosus*, and the fish in these groups also showed decreased HSI and lower TG and TC contents, compared with those in other groups and the control group. This result suggests that *A*. *senticosus* regulates the expression of *PLPP3* with an overall effect to reduce fatty deposits. Bae [68] detected significant expression of *PLPP3* in mice fed with high-fat diets. The gene *DIO2* encodes deiodinase type II (D2), which catalyzes the conversion of T4 to T3 [69]. In our study, we detected down-regulation of *DIO2* in the groups fed with diets containing 2 and 4 g/kg *A*. *senticosus*. This suggested that the pathway of T4 conversion to T3 was inhibited, consistent with the increased serum T4 content and decreased serum T3 content. In another study, up-regulation of *DIO2* was detected in the subcutaneous and visceral fat cells of obese patients [70]. Previous studies have shown that increased *DIO2* expression is related to decreased mitochondrial gene expression and lipid oxidation, and that mitochondrial dysfunction leads to decreased fatty acid oxidation [71] and increased lipid accumulation [72]. Our results indicate that *A*. *senticosus* can regulate the expression of *DIO2* to reduce fat accumulation in the liver tissue of yellow catfish.

## Conclusion

Our results show that appropriate dietary supplementation with *A*. *senticosus* can effectively promote the growth of hybrid yellow catfish, regulate its serum lipid levels, relieve excessive fat deposition, and protect the liver. The results of transcriptome analyses indicate that dietary *A*. *senticosus* affects the transcript levels of *FADS2*, *ELOVL2*, *CYP24a*, *PLPP3*, *DIO2*, thereby regulating lipid metabolism and reducing damage caused by fat deposition in the liver (Fig 7). These positive effects may be related to polysaccharides, flavonoids, and saponins in *A*. *senticosus*, but further research is required to clarify the specific roles of the active components of *A*. *senticosus* in fish. 

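Under 22 or 23 alternative settings of the comparison, none of the 5 genes changed direction. ELOVL2 was a DE gene in 21 of 23, FADS2 and CYP24a in 18 of 23, PLPP3 in 15 of 22 and DIO2 in 4 of 22. PLPP3 has 2 further copies in the annotation. LOC113661951, with a log2 fold change of -0.03 and an unadjusted P of 0.973 in edgeR's quasi-likelihood test, had no direction that held with single libraries left out. LOC113648480 had too few counts to be tested. From the changed transcript levels of these genes, the paper concludes that A. senticosus regulates lipid metabolism and reduces the damage caused by fat deposition in the liver. The paper also draws on its own measurements, among them lower liver triglyceride, serum triglyceride and hepatosomatic index at 4 g/kg, and on its qRT-PCR.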

On the basis of our results, we suggest that the addition of 2–4 g/kg *A*. *senticosus* to the diet is beneficial for the health of farmed hybrid yellow catfish.

**Fig 7:**
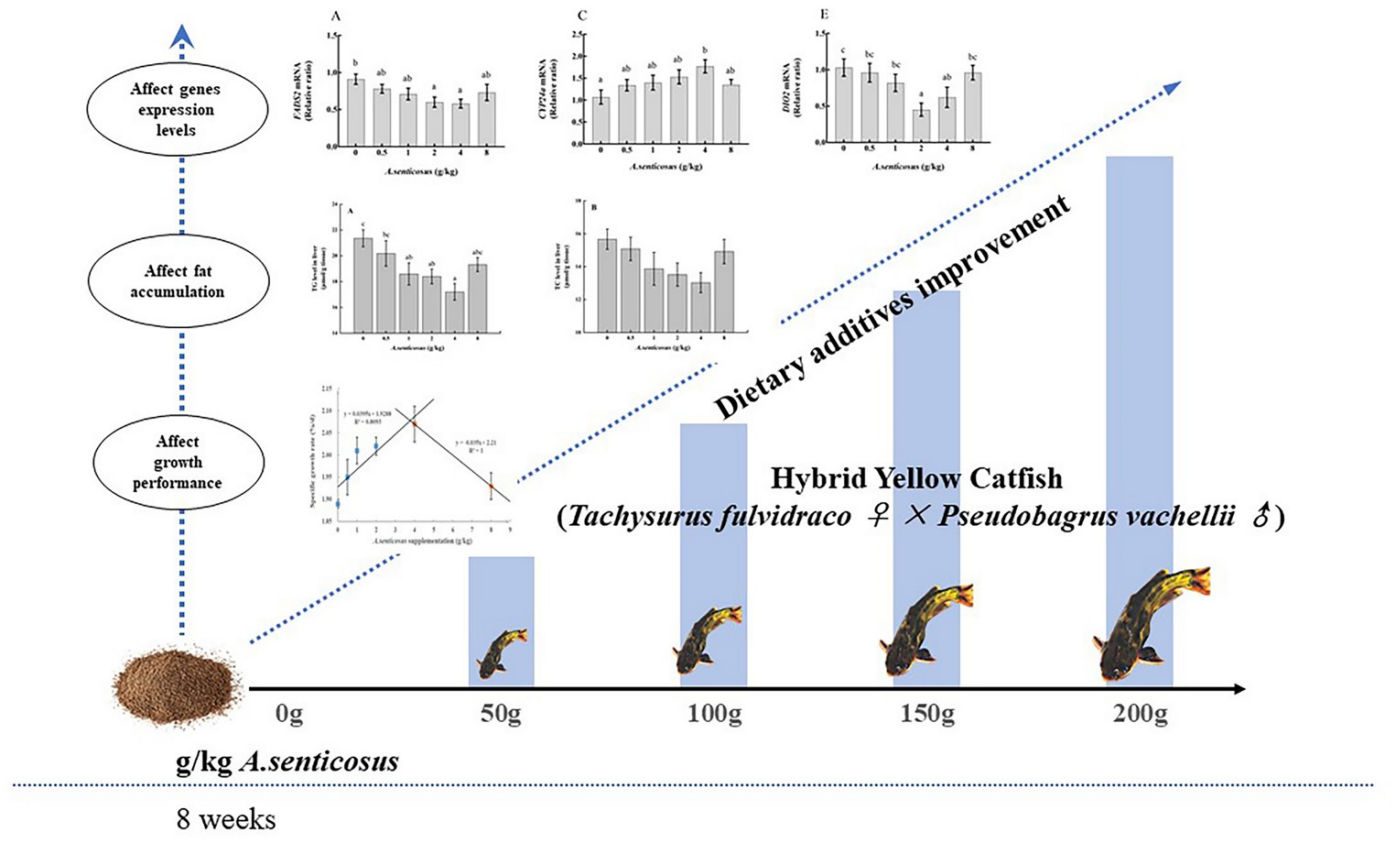
Pathways potentially affected by *A*. *senticosus* supplementation in the diet of hybrid yellow catfish. These pathways are related to growth performance and fat metabolism and involve genes that were differentially expressed in response to *A*. *senticosus* supplementation.

## Abbreviations

*A. senticosus*: *Acanthopanax senticosus*
*CYP24a*: 1,25-dihydroxyvitamin D(3) 24-hydroxylase
*DIO2*: iodothyronine deiodinase 2
*ELOVL2*: ELOVL fatty acid elongase 2
*FADS2*: fatty acid desaturase 2
FCR: feed conversion ratio
GIFT: genetically improved farmed tilapia
HL: hepatic lipase
HSI: hepatosomatic index
LPL: lipoprotein lipase
PER: protein efficiency ratio
*PLPP3*: phospholipid phosphatase 3
PUFAs: polyunsaturated fatty acids
SGR: specific growth rate
T3: triiodothyronine
T4: thyroxine
TC: total cholesterol
TG: triglyceride
TH: thyroid hormone
TP: total protein
VSI: viscerosomatic index
WGR: weight gain rate

How the deposited data were processed for this re-analysis (not part of the article)

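RNA of livers from hybrid yellow catfish (Tachysurus fulvidraco × Pseudobagrus vachellii) fed diets with 0 g/kg (C_liver) or 4 g/kg (T_liver) A. senticosus for 56 days was sequenced by the authors in 3 libraries per group, after the fish had been starved and their livers sampled. The text says that 3 fish of each group were picked from each tank for sequencing, and each group had 3 tanks. It also says that the RNA of each group was mixed before library preparation. How many of these fish a library holds is not stated, so replicates are libraries. The paper and the sample labels name different Illumina instruments.

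The authors filtered the reads, aligned them with HISAT to the T. fulvidraco reference genome and deposited 1 table with the count of reads and the FPKM value of 28288 genes in each of the 6 libraries, together with the position, the description and the KEGG pathways of each gene. The deposited counts are whole numbers without normalization. The FPKM values are those the authors computed, with genes without a count listed at 0.0001. In the 11886 genes with at least 50 counts in every library the ratio of count to FPKM was constant up to a factor per gene and per library (SD 0.00255 on the log2 scale), so both rest on the same reads. The genome build, the counting tool and the treatment of reads that match several genes are not given in the sources used here, and the R package used for the study's own comparison is not named in its text. Gene names and descriptions are as deposited, where most descriptions are the match in another fish. The file has 27128 distinct gene names.

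The design written for the analysis assumed that only FPKM values would be available and named limma on log2 values. Because counts were deposited, the comparison was made on the counts with edgeR, and the limma comparison was kept as an alternative. Apart from this change, the test design, named genes, marker lists and 24 of 29 alternative settings were set before the data were examined. The other 5 settings were added afterwards, namely DESeq2, edgeR's exact test, scaling by total counts, and the comparison without repeated gene models or without transcripts of pancreatic enzymes.

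Genes with a mean FPKM of at least 1 over the 6 libraries were tested, 11521 of the 20547 with a count in any library. Counts were scaled by edgeR's TMM method, and T_liver was compared with C_liver by edgeR's quasi-likelihood test with a trended dispersion and no covariate. A DE gene has an absolute log2 fold change of at least 1 and an unadjusted P under 0.05. These thresholds are those of the study, whose text does not say plainly whether its P values were adjusted. Benjamini-Hochberg adjusted P values over all tested genes are given beside the unadjusted ones. Values of single genes were also compared by exact 2-sided permutation tests, whose smallest p is 0.1 with 3 libraries against 3. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistics.

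Enrichment of DE genes in KEGG pathways was tested by 1-sided hypergeometric tests against the 7199 tested genes with a pathway. Lists of genes were tested by limma's camera with a preset correlation of 0.01, 2-sided, with Benjamini-Hochberg adjustment within the 7 pathways and within the marker lists, and by limma's fry and camera with an estimated correlation as alternatives. The marker lists were cholesterol synthesis, fatty acid synthesis, fatty acid oxidation, thyroid hormone metabolism and response, exocrine pancreas, intestine epithelium, unfolded protein response, interferon response, acute phase response, red blood cells, female liver and skeletal muscle. The last 2 had no tested member.

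The genes named in the text are the 5 genes of the qRT-PCR, actb, the genes of lipoprotein lipase and hepatic lipase, the DE genes of the 7 pathways, members of the marker lists, and the 5 DE genes with the largest change in each direction whose groups do not overlap. The repeated gene models, the transcripts of pancreatic enzymes and further copies of named genes were chosen after their values were seen.

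Counts per library summed to between 44153673 and 51459627. With these totals the widest 95% Wilson interval of a share of counts was 0.00381 percentage points for the repeated gene models and 0.00195 for the pancreatic transcripts. Such intervals, and the floor of 3 counts used for genes without a count, cover counting error only, since reads without molecular identifiers are not independent molecules.

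The comparison of genes, the enrichment and the set tests were tested on simulated counts with the means and library sizes of the real libraries, in which 200 of 11521 genes were changed. Each of these changes exceeded the fold change threshold, and the genes were drawn independently of each other. With the spread of the real libraries, edgeR's quasi-likelihood test recovered 180 of the changed genes at the criteria and called 302 of the others (2.67%), while limma recovered 157 and called 161. With a low spread, edgeR recovered all 200 and limma 172, as limma's log2 fold changes on FPKM with a pseudocount of 1 were smaller than the true ones (slope 0.765). The programs were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. The reads themselves were not analysed here, nor were the growth, enzyme and blood measurements of the study.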

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

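Of the tests in this part, those on the response to the diet, on reads shared between copies of trypsin, on ribosomal RNA left in single libraries, on actb and on thyroid hormone signaling without the repeated models were chosen only after the result was seen. Both patterns are signals in liver transcripts that the paper does not report on.

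Transcripts of digestive enzymes of the exocrine pancreas were higher in T_liver, with a median log2 fold change of 2.61. The file describes 33 genes as such enzymes, of which 24 were tested. In T_liver 23 of them were higher, 18 were DE genes and none (0) was a DE gene at lower levels, and in 14 the groups did not overlap, where chance gives 10% of genes. The highest levels in T_liver were those of a trypsin (LOC113655609, 17.2 CPM in C_liver and 122 in T_liver), an elastase (LOC113655918, 13.8 and 103 CPM) and carboxypeptidase B (LOC113651177, 28.9 and 76.0 CPM). All 33 genes together, tested or not, took 0.0107%, 0.00819% and 0.0331% of the counts in C_liver replicates 1, 2 and 3. In T_liver replicates 1, 2 and 3 they took 0.109%, 0.0336% and 0.101%, a ratio of mean shares of 4.70. C_liver replicate 3 and T_liver replicate 2 were nearly equal, and without C_liver replicate 3 the median log2 fold change was 3.63. The preset marker list of the exocrine pancreas had 4 tested members, of which cela1 (2.40) and cel (2.75) rose and clps (-0.14) and cuzd1 (-1.14) did not, with a camera adjusted P of 0.0147. Camera with its preset correlation takes these genes as nearly independent. Over 25 alternatives of the set test the adjusted P lay between 1.86e-10 and 0.604, and the list fell short under 7 of them. The larger group of 24 was drawn up from the descriptions after the values of the preset list were seen.

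Scaling between libraries is argued against as the cause, since the median log2 fold change stayed at 2.09 or above under each of 6 settings that scale the libraries or the values differently. So are reads shared between copies of trypsin: the 11 tested transcripts outside the serine proteases, which include lipases, carboxypeptidases, phospholipases, amylase and syncollin, had a median of 2.66, and 9 of them were DE genes. RNA of exocrine pancreas cells in the liver samples may be the source. Within each group the transcripts deviated together between libraries, with a median correlation of 0.904 over pairs of genes, where 1000 random lists of the same size gave at most 0.286. Colipase (clps) moved with the others within each group, with 0.527, 1.91 and 93.8 CPM in C_liver replicates 1, 2 and 3 and 36.9, 2.42 and 47.7 CPM in T_liver replicates 1, 2 and 3, but its highest level was that of C_liver replicate 3, without which its log2 fold change was 4.59. The tissue in the control libraries also holds these transcripts, as 19 of the 24 had counts in every C_liver library. Whether the amount of such RNA differed with the dissection or the diet changed it cannot be told apart with 3 libraries per group. The exact permutation p of the summed share was 0.1, the smallest that this design allows, so a response of the fish to the diet stays open and untested. The paper reports that the activities of amylase, trypsin and lipase in the intestine, another organ, rose with the amount of A. senticosus in the diet (Table 6). GC content and batches were not tested, since no sequences were used and no batch is given. DE genes of this group stand in 3 of the 7 pathways named in the paper.

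Repeated gene models, listed with identifiers of non-coding transcripts, took 2.41 times as large a mean share of the counts in T_liver as in C_liver. All 21 tested models of middle length (median log2 fold change 1.42) and all 25 long ones (median 1.16) were higher in T_liver, and this direction held under the 4 scalings tried on their sum and with each library left out, where the log2 difference of the sum lay between 0.52 (without T_liver replicate 1) and 1.60 (without T_liver replicate 2). Scaling between libraries is argued against as the cause, since the log2 difference of the sum was at least 1.02 under each of 4 scalings. The difference between groups itself had an exact permutation p of 0.3, where the smallest that 3 libraries against 3 allow is 0.1. T_liver replicates 1 and 3, at 0.419% and 0.262%, lay above every C_liver library, and T_liver replicate 2 did not.

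The models may be copies of a ribosomal RNA unit that the annotation describes as something else. Their lengths of 1891 to 1900 bp, 154 bp and 4324 to 4521 bp stand in this order on the same strand, and 18 of the 27 short models had both neighbours within 1000 bp. No sequence was compared. Across the 6 libraries, the shares of middle and long models rose together (Pearson r 0.996, permutation p 0.00139, Spearman rho 1, permutation p 0.00278, and r 0.952 without the 2 libraries farthest from the median), 1 relation having been computed. What made the share differ between libraries cannot be told apart. T_liver replicate 2 had 0.0905%, within the range of the C_liver libraries (0.0875% to 0.127%), as ribosomal RNA left over in single libraries would give, but 3 libraries per group are too few to exclude a difference between the diets, which stays open and untested.

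These models account for most of the DE genes of thyroid hormone signaling. Counting copies of 1 repeat as separate genes may explain the enrichment of this pathway, since its P was 0.802 without them. A change in transcription of beta-actin, whose orthology entry the models of middle length carry, is argued against: the log2 fold change of actb was -0.44, and it stayed between -0.61 and -0.16 under 23 alternatives.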

How the results depend on the processing

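Of the tests in this part, DESeq2, edgeR's exact test, total count scaling and the comparisons without the repeated models or the pancreatic transcripts were chosen only after the result was seen. The alternatives number 29, of which 24 were planned. Called genes after Benjamini-Hochberg adjustment gave no enrichment, as there were 0 such genes. Leaving out a library leaves 2 in its group, and their spread is pooled over genes by edgeR.

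The number of DE genes was 358 (172 up and 186 down). It was 774 (357 up, 417 down) with no filter, by construction over more genes (20547), 175 (100 up, 75 down) with a mean FPKM of at least 5, over fewer (5437), and 765 (365 up, 400 down) with no fold change threshold. With limma on log2(FPKM + 1), the planned comparison, it was 190 (83 up, 107 down), of which 154 are among the 358. It was 302 (118 up, 184 down) with a pseudocount of 0.1, 236 (100 up, 136 down) with 0.5, 165 (86 up, 79 down) with quantile normalization, 69 (35 up, 34 down) with no variance moderation and 221 (110 up, 111 down) with library weights. DESeq2 gave 521 (271 up, 250 down) and shared 336 with the 358. The other settings on all libraries gave 329 to 492. The causes were not tested beyond the number of genes tested. With each library left out in turn, it lay between 248 and 643, with 157 to 356 up and 87 to 348 down: 628 without C_liver replicate 2 and 643 without T_liver replicate 2, but 248 without C_liver replicate 3, where 64.9% were up (48.0% over all libraries). No other scaling of the same counts moved that share by over 10 percentage points.

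After Benjamini-Hochberg adjustment, edgeR's quasi-likelihood test gave 0 genes, with 765 at an unadjusted P under 0.05. DESeq2 gave 42 (977 unadjusted), edgeR's exact test 14 and limma with library weights 2. Across the libraries left out, it lay between 0 and 1, the 1 being without T_liver replicate 3. In simulated data of the same spread, the quasi-likelihood test called 96 of 200 changed genes after adjustment, with 6 false calls. All the simulated changes exceeded the fold change threshold, and genes were drawn independently. The simulation therefore cannot tell whether 3 libraries per group are too few for smaller or fewer changes.

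None of the 5 genes changed direction. FADS2 lost its call with limma without variance moderation (-1.35, P 0.0908). Leaving out each library in turn, its log2 fold change lay between -1.56 and -0.87, and it was no DE gene without C_liver replicate 2 (-1.37, P 0.0616), C_liver replicate 3 (-0.87, P 0.134), T_liver replicate 1 (-0.93, P 0.0779) or T_liver replicate 2 (-1.45, P 0.0560). ELOVL2 lay between -1.48 and -0.94 and fell below the fold change threshold without C_liver replicate 3 (-0.94) and T_liver replicate 1 (-0.99). CYP24a had 2.24 (P 0.0546) with a robust dispersion and 2.40 (P 0.0977) with limma without variance moderation. It lay between 1.59 and 2.79 and lost its call without C_liver replicate 3 (2.41, P 0.0766), T_liver replicate 1 (2.29, P 0.0635) or T_liver replicate 2 (1.59, P 0.135). PLPP3 fell below the fold change threshold with limma (-0.88), with a pseudocount of 0.5 (-0.99), quantile normalization (-0.88), no variance moderation (-0.88) and library weights (-0.94). It lay between -1.38 and -0.89, with -0.91 without C_liver replicate 2 and -0.89 without T_liver replicate 1. DIO2 became a DE gene with no filter (-1.60, P 0.0421), DESeq2 (-1.58, P 0.0252) and edgeR's exact test (-1.59, P 0.0354). It lay between -1.99 and -0.59, and was a DE gene without C_liver replicate 2 (-1.99, P 0.0196). Relative to actb no gene changed direction. The causes were not tested.

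Of the 7 pathways, 6 had a P under 0.05, and 2 with a mean FPKM of at least 5. On leaving out libraries the number lay between 2 and 6: 2 without C_liver replicate 3 and without T_liver replicate 1, and 3 without T_liver replicate 2. It was 5 without the repeated models and 4 without the pancreatic transcripts. Thyroid hormone signaling lost its enrichment under 11 of 26 alternatives, the planned limma comparison (0 DE genes in the pathway) among them. Glycerolipid metabolism lost its enrichment under 7, alpha-linolenic acid metabolism under 5, and unsaturated fatty acids and fatty acid metabolism under 3 each. Steroid biosynthesis lost it under 1. Propanoate metabolism gained one under 8. Of the pathways and marker lists, 7 passed camera's test, 0 passed fry and 0 passed camera with an estimated correlation. With each library left out 6 to 8 did. The median of thyroid hormone signaling reversed without the repeated models (-0.0639, adjusted P 0.938, where its adjusted P lay between 1.92e-08 and 0.938 over 25 alternatives). That setting removes 21 of the 67 tested members, all of them higher in T_liver, and 20 of the other 46 were higher as well.

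The replicate numbers do not pair the samples: the deviations of same-numbered libraries from their group means correlated at -0.0905, 0.0413 and -0.131. With a replicate block there were 329 DE genes (158 up, 171 down), 234 of them among the 358, 0 after adjustment, 5 enriched pathways and 7 lists past camera. FADS2 was at -1.34, ELOVL2 at -1.26, CYP24a at 2.49, PLPP3 at -1.13 and DIO2 at -1.36.

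Of genes that were not called, LOC113661951 (similar to plpp3) lay between -0.81 and 0.93 with each library left out, and the lipoprotein lipase genes LOC113645101 between -0.56 and 0.56, LOC113650786 between -1.08 and 0.16 and LOC113650790 between -0.62 and 0.18. LOC113645101 was at -0.0151 with the replicate block and at -3.56e-05 with limma at a pseudocount of 0.1. The gene clps (-0.14) changed sign with scaling to a sum of 1000000 (0.29), fold change from mean FPKM (0.13), the replicate block (1.22), limma (1.38), limma with a pseudocount of 0.1 (1.76) or 0.5 (1.55), quantile normalization (1.54), no variance moderation (1.38), library weights (2.81) and total count scaling (0.14), and lay between -0.72 and 4.59 with each library left out, the highest without C_liver replicate 3. The causes were not tested.

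Depth limited the tests little at the level of most named genes: dio2, the lowest of the 5, had 34 to 368 counts per library. The spread between libraries, with a biological coefficient of variation of 0.426, is the larger part of the error.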

Differences from the paper's values

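Up-regulated genes numbered 172, and the paper's number is 345. Of the alternatives set before the data were examined, those with no filter (357), without C_liver replicate 2 (280), without T_liver replicate 2 (356) and with no fold change threshold (365) came within 1.5 times the paper's number, and the other 17 did not (35 to 182). Down-regulated genes numbered 186, and the paper's number is 319. With no filter (417), without C_liver replicate 1 (278), C_liver replicate 2 (348) or T_liver replicate 2 (287), and with no fold change threshold (400) the number came within 1.5 times of it, and under the other 16 alternatives set beforehand it did not (34 to 191). DESeq2 (271 up, 250 down) and edgeR's exact test (247 up, 245 down), both chosen after seeing the values, came within that range too. Each calls all 5 genes of the paper and enriches all 7 of its pathways, so neither drops any (0) of these.

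The rich factor, the DE genes of a pathway divided by all its genes in the file, was 0.185 for steroid biosynthesis, where the paper's is about 0.44 in Fig 5, read by eye. With a replicate block (0.296) and without C_liver replicate 1 (0.407) it came within 1.5 times of that value, and under the other 19 alternatives set beforehand it did not (0.0741 to 0.259). DESeq2 and edgeR's exact test (0.333 each), chosen after seeing the values, came within that range and drop 0 of the paper's 7 pathways.

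For alpha-linolenic acid metabolism the rich factor was 0.105, where the paper's is about 0.16 in Fig 5, read by eye. With no filter, with a replicate block, and with limma at a pseudocount of 1, 0.5 or 0.1 it was 0.132, within 1.5 times of that value, and under the other 16 alternatives set beforehand it was not (0.0263 to 0.105). DESeq2 and edgeR's exact test (0.132 each), chosen after seeing the values, came within that range and drop 0 of the paper's 7 pathways.

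For propanoate metabolism the rich factor was 0.0638, where the paper's is about 0.13 in Fig 5, read by eye. With no filter (0.128), scaling to a sum of 1000000 (0.106), without C_liver replicate 1 (0.128) and without C_liver replicate 2 (0.191) it came within 1.5 times of that value, and under the other 17 alternatives set beforehand it did not (0 to 0.0638). DESeq2 (0.149), edgeR's exact test (0.128) and total count scaling (0.106), chosen after seeing the values, came within that range and drop 0 of the paper's 7 pathways.

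The level of CYP24a relative to actb was 7.69 times as high in T_liver as in C_liver, where the paper's qRT-PCR ratio is about 1.7 in Fig 6, read by eye. On the log2 scale the difference exceeds the larger SD between libraries, 1.95 in C_liver. Of the alternatives set before the data were examined, the value differed by no more than the spread of the remaining libraries without C_liver replicate 1 (3.69), without C_liver replicate 3 (8.89) and without T_liver replicate 2 (5.07), each still more than 1.5 times the paper's value. It differed by more without C_liver replicate 2 (13.9), T_liver replicate 1 (7.03) and T_liver replicate 3 (12.7). The other alternatives do not enter this ratio of counts within each library.

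The paper names propanoate metabolism among the enriched pathways. Here its P was 0.163. It was under 0.05 with no filter (0.0136), scaling to a sum of 1000000 (0.0112), without C_liver replicate 1 (0.00657), without C_liver replicate 2 (0.000370) and with a background of every annotated gene (0.0467), and with DESeq2 (0.00319), edgeR's exact test (0.0101) and total count scaling (0.0125), which were chosen after seeing the values. The other 6 pathways had a P under 0.05.

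The paper places these 7 pathways at the top of its enriched pathways. Ordered by P, they stood here at ranks 13, 28, 33, 34, 35, 38 and 66 among all pathways, and without the repeated gene models steroid biosynthesis stood at rank 8, unsaturated fatty acids at 13, alpha-linolenic acid metabolism at 14, glycerolipid metabolism at 15, fatty acid metabolism at 17, propanoate metabolism at 49 and thyroid hormone signaling at 198.

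The paper counts DIO2 among its DE genes. Here its log2 fold change was -1.59, in the direction of the paper's results section, with an unadjusted P of 0.0559. It was a DE gene with no filter and without C_liver replicate 2, and with DESeq2 and edgeR's exact test, which were chosen after seeing the values. The paper's other 4 genes of the qRT-PCR were DE genes in the direction that the paper's results section gives for them.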

Other observations

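Of the tests in this part, those on C_liver replicate 3 were chosen only after the result was seen.

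Each result across many genes was also computed for the 10 ways of splitting the 6 libraries into 3 and 3, the real split included. As many DE genes as in the real split, 358 or more, came from 3 of the 10 splits. As many of the 7 pathways were enriched in 1 of 10, the real split alone, and as many lists passed camera's test in 4 of 10. With 10 splits the share is never under 0.1, so chance cannot be excluded for any of the 3 results.

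Cholesterol synthesis transcripts were lower in T_liver in all 21 tested members, and fatty acid synthesis transcripts in 9 of 10. The mean log2 level of the cholesterol list was 4.92, 5.97 and 8.08 in C_liver replicates 1, 2 and 3 and 4.98, 3.87 and 5.66 in T_liver replicates 1, 2 and 3, so the groups overlapped. That of the fatty acid list was 6.72, 6.91 and 7.81 in C_liver and 5.40, 6.32 and 6.72 in T_liver. Whether C_liver replicate 3 accounts for the differences cannot be told apart. Without it camera's adjusted P was 0.000781 for cholesterol synthesis and 0.000897 for fatty acid synthesis, with medians closer to 0 at -0.50 and -0.73, but camera with its preset correlation takes the genes as nearly independent, and the remaining libraries of both groups overlapped in the cholesterol list, while in the fatty acid list the lowest C_liver and the highest T_liver level were a tie at 6.72. Over 25 alternatives the adjusted P lay between 4.70e-25 and 0.604 for the first list and between 4.01e-08 and 0.604 for the second, the highest under fry, so the direction of these lists is not established beyond the correlation between their genes. A lower synthesis of both in fish fed A. senticosus stays open as a hypothesis. The study picked fads2 and elovl2 from these libraries, and both are in the fatty acid list.

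The other marker lists, apart from that of the exocrine pancreas, did not pass camera's test. The medians were 0.28 for fatty acid oxidation (15 tested, adjusted P 0.515), -0.43 for intestine epithelium (3 tested, adjusted P 0.315), -0.10 for the unfolded protein response (12 tested, adjusted P 0.416), 0.43 for the interferon response (6 tested, adjusted P 0.145) and 0.45 for the acute phase response (10 tested, adjusted P 0.315). Thyroid hormone metabolism and response had 5 tested members with a median of 0.37, a mean of -0.41 and a test toward lower levels (adjusted P 0.875), so these differ in sign. The list of red blood cells had 1 tested member, at -0.21, and the lists of female liver and skeletal muscle had 0.

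The study measured the activities of lipoprotein lipase and hepatic lipase in the fish. The transcript of hepatic lipase, lipc, had a log2 fold change of -1.20 (adjusted P 0.716 in edgeR's quasi-likelihood test). The genes described as similar to lipoprotein lipase had log2 fold changes of 0.06 (LOC113645101), -0.62 (LOC113650786) and -0.33 (LOC113650790), with adjusted P values of 0.986, 0.832 and 0.849.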
